# Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins

**DOI:** 10.1101/gr.184390.114

**Published:** 2015-06

**Authors:** Eric T. Wang, Amanda J. Ward, Jennifer M. Cherone, Jimena Giudice, Thomas T. Wang, Daniel J. Treacy, Nicole J. Lambert, Peter Freese, Tanvi Saxena, Thomas A. Cooper, Christopher B. Burge

## Abstract

RNA binding proteins of the conserved CUGBP1, Elav-like factor (CELF) family contribute to heart and skeletal muscle development and are implicated in myotonic dystrophy (DM). To understand their genome-wide functions, we analyzed the transcriptome dynamics following induction of *CELF1* or *CELF2* in adult mouse heart and of *CELF1* in muscle by RNA-seq, complemented by crosslinking/immunoprecipitation-sequencing (CLIP-seq) analysis of mouse cells and tissues to distinguish direct from indirect regulatory targets. We identified hundreds of mRNAs bound in their 3′ UTRs by both CELF1 and the developmentally induced MBNL1 protein, a threefold greater overlap in target messages than expected, including messages involved in development and cell differentiation. The extent of 3′ UTR binding by CELF1 and MBNL1 predicted the degree of mRNA repression or stabilization, respectively, following *CELF1* induction. However, CELF1's RNA binding specificity in vitro was not detectably altered by coincubation with recombinant MBNL1. These findings support a model in which CELF and MBNL proteins bind independently to mRNAs but functionally compete to specify down-regulation or localization/stabilization, respectively, of hundreds of mRNA targets. Expression of many alternative 3′ UTR isoforms was altered following *CELF1* induction, with 3′ UTR binding associated with down-regulation of isoforms and genes. The splicing of hundreds of alternative exons was oppositely regulated by these proteins, confirming an additional layer of regulatory antagonism previously observed in a handful of cases. The regulatory relationships between CELFs and MBNLs in control of both mRNA abundance and splicing appear to have evolved to enhance developmental transitions in major classes of heart and muscle genes.

CELF RNA binding proteins (RBPs) play roles in early embryonic development, heart, and skeletal muscle functions. They are also thought to contribute to DM pathogenesis (Timchenko et al. 1996) and have been suggested to contribute to other diseases (Ladd 2013). The six family members present in mammals can be divided into two subfamilies: *CELF1-2*, which are expressed most highly in heart, skeletal muscle, and brain, and *CELF3-6*, which exhibit more restricted expression (Dasgupta and Ladd 2012). The CELF proteins contain two N-terminal RNA recognition motifs (RRMs) and one C-terminal RRM, with which they bind GU-rich RNAs, and a linker region termed the “divergent domain” that separates RRM2 and RRM3 and is involved in the regulation of alternative pre-mRNA splicing and mRNA decay (Han and Cooper 2005; Vlasova et al. 2008).

During normal development, CELF1 and CELF2 proteins are highly expressed in early embryonic stages and are then down-regulated more than 10-fold in skeletal muscle (Ladd et al. 2005) and the heart (Kalsotra et al. 2008) during post-natal development, remaining at low levels in adult tissues. This developmental down-regulation occurs through multiple mechanisms, including repression by microRNAs (miRNAs) and reductions in protein phosphorylation, which destabilizes the protein (Kalsotra et al. 2010, 2014). However, in DM type 1 (DM1), CELF1 protein levels increase in skeletal muscle and heart (Timchenko et al. 2004) as the protein is stabilized by PKC-mediated phosphorylation (Kuyumcu-Martinez et al. 2007).

The combination of increased CELF levels and MBNL sequestration by CUG repeat RNA is thought to be responsible for much of DM pathology by reversing the developmental changes in both proteins toward embryonic levels, shifting splicing of regulatory targets toward fetal isoforms (Philips et al. 1998; Ho et al. 2004; Lin et al. 2006; Kuyumcu-Martinez et al. 2007). Expression of *CELF1* in adult mice recapitulates a subset of the misregulated splicing events observed in DM1 skeletal muscle and heart (Kalsotra et al. 2008, 2010; Ward et al. 2010). Of 44 developmentally regulated alternative splicing events in heart development that were investigated, 24 were found to revert toward embryonic splicing levels in response to inducible expression of *CELF1* in the adult heart or in mice lacking *Mbnl1* (Kalsotra et al. 2008). A long-standing question has been whether CELF and MBNL splicing factors share regulatory targets and whether they synergize or antagonize. The half-dozen events known to be regulated by both CELF and MBNL proteins, including *H2afy* exon 6 and *Mbnl2* exon 8, are regulated antagonistically (Ho et al. 2005; Dhaenens et al. 2008; Kalsotra et al. 2008). However, in a study analyzing CELF motifs present near *Mbnl*-responsive alternative exons, evidence for widespread antagonistic regulation was not observed (Du et al. 2010).

CELF proteins are present in both cytoplasm and nucleus and play roles in deadenylation, RNA stability, and translation, as well as splicing (Paillard et al. 2003; Timchenko et al. 2004; Vlasova et al. 2008). Tethering CELF1 to an mRNA is sufficient for destabilization of the mRNA (Barreau et al. 2006), and addition of GU-rich sequences to an RNA confers destabilization following *CELF1* overexpression (Masuda et al. 2012). Human CELF1 is 88% identical to the *Xenopus* homolog embryo deadenylation element binding protein (EDEN-BP) and can functionally replace it, binding to the EDEN element to control poly(A) tail length and aiding in rapid deadenylation of maternal mRNAs after fertilization (Paillard et al. 2003). CELF1 interacts with poly(A)-specific ribonuclease (PARN) in HeLa cell extracts to promote deadenylation of *FOS* and *TNF* transcripts (Moraes et al. 2006). Furthermore, siRNA-mediated knockdown of *CELF1* in HeLa cells and myoblasts led to the stabilization of a set of normally rapidly degraded transcripts bound by CELF at GU-rich elements (GREs) and GU-repeats (Vlasova et al. 2008; Ji et al. 2009; Lee et al. 2010; Rattenbacher et al. 2010). It is possible that abnormal up-regulation of CELF proteins in adult tissues in DM1 could impact the stability of many transcripts and contribute to DM pathology.

To investigate the functional significance of the post-natal down-regulation of CELF in heart and skeletal muscle tissues, we inducibly expressed *CELF1* in adult mouse heart or muscle or *CELF2* in adult heart and performed a time-series RNA-seq analysis following induction, complemented by high-throughput biochemical assays and comparisons to available data for MBNL1. Our observations lead to a model in which CELF and MBNL proteins compete to specify different mRNA fates so as to change the expression and localization of hundreds of mRNAs during development.

## Results

### Identification of hundreds of *CELF*-responsive exons

We performed strand-specific paired-end RNA sequencing (RNA-seq) of poly(A)^+^ RNA from skeletal muscle or heart of mice in which *CELF1* was induced, or heart of mice in which *CELF2* was induced at several time points post-induction, and from control mice, in biological triplicate. 

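For the CELF2 time course, ventricles were taken from 15 adult FVB mice. These were 3 mice each at 12 h, 24 h, 72 h and 7 d of doxycycline and 3 control mice, every library coming from a separate animal. Induced mice carried MHCrtTA, a cardiac promoter driving the reverse tetracycline transactivator, together with a Tet-responsive human CELF2 transgene. Control mice carried MHCrtTA alone and received doxycycline for 72 h. Each time point was compared with these same 3 mice, so results repeated over time points share their controls. At 12 h, 24 h and 7 d, the length of doxycycline differed from control along with CELF2, and the parts of each were not tested. The methods and the sample labels give 2 g/kg doxycycline in the food, while Supplemental Table S1 lists 6 g/kg for these animals.

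Poly(A)+ RNA was sequenced as strand-specific read pairs on a Genome Analyzer II. The authors mapped reads to the mm9 assembly with Bowtie and TopHat and deposited 1 value per gene and heart, in RPKM (reads per kilobase of constitutive coding sequence, scaled by the number of reads mapping uniquely to nonribosomal and nonmitochondrial sequence). The deposited table holds 16199 genes. RPKM values carry 2 decimals, and neither read totals nor counts per gene are part of the table, so the depth of each library is unknown. The number of genes listed at 0 stands in for it here. It ranged from 1707 to 1731 in control hearts (median 1718), from 1726 to 1961 at 12 h (median 1803), from 1725 to 1892 at 24 h (median 1766), from 1463 to 1977 at 72 h (median 1844) and from 1513 to 1937 at 7 d (median 1551).

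Sample titles carry a code that takes 3 values, called runs A, B and C here. What the code stands for is not given in the sources used here. Run A held 1 heart of each group and another 72 h heart, run B held the other control, 12 h and 24 h hearts, and run C the remaining 72 h and 7 d hearts. By run, the number of genes at 0 ranged from 1707 to 1977 in run A (median 1868). It ranged from 1718 to 1961 in run B (median 1748.5) and from 1463 to 1551 in run C (median 1513). The low numbers at 72 h and 7 d were those of run C, while the 7 d heart of run A had 1937. The first principal component of log2(RPKM + 0.5) held 32.8% of the variance, of which the run accounted for 83.5%. The second held 25.4%, of which the time of induction accounted for 84.8% and the run for 63.6%, since run and time overlap. The lowest rank correlation between any pair of hearts was 0.939. Y-linked mRNAs (Ddx3y, Eif2s3y, Uty and Kdm5d) were present in 1 of 3 control hearts, 0 of 3 at 12 h, 2 of 3 at 24 h, 3 of 3 at 72 h and 3 of 3 at 7 d. The sex of the animals is not given in the sources used here.

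Changes were tested with limma on log2(RPKM + 0.5) for the 10557 genes with a mean of at least 1 RPKM, all 15 hearts entering a single fit, with Benjamini-Hochberg adjustment. The pseudocount of 0.5 shrinks the log2 changes of genes near the minimum.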

The *CELF1* mice have been described previously (Koshelev et al. 2010; Ward et al. 2010). The *CELF2* mouse model was newly developed here and is described in Methods. All mice used are summarized in Supplemental Table S1. 

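Celf2 mRNA was higher in every induced heart than in every control heart at all 4 time points. Its mean level was 9.82 ± 1.37 RPKM (SD, n = 3) in control hearts, 123 ± 60.0 RPKM (SD, n = 3) after 12 h, 150 ± 33.2 RPKM (SD, n = 3) after 24 h, 230 ± 26.4 RPKM (SD, n = 3) after 72 h and 324 ± 54.8 RPKM (SD, n = 3) after 7 d. The means exceeded the control mean 12.5-fold at 12 h, 15.3-fold at 24 h, 23.5-fold at 72 h and 33.0-fold at 7 d. CELF2 is an RNA-binding protein that regulates alternative splicing and mRNA turnover. Mouse Celf2 (Entrez 14007, listed under its older symbol Cugbp2) lies on chromosome 2 of mm9 from 6460751 to 7002348 on the minus strand, and its annotated exons overlap those of Gm17437, a noncoding RNA on the opposite strand.

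Log2 changes of Celf2 from limma were 3.49 at 12 h (standard error 0.26, adjusted p = 9.26e-06), 3.85 at 24 h (adjusted p = 5.02e-06), 4.49 at 72 h (adjusted p = 6.35e-07) and 4.97 at 7 d (adjusted p = 1.57e-07). The exact two-sided permutation test gave p = 0.1 at each time point, the smallest p that 3 hearts against 3 allow. Within run A, which holds a single control heart, the ratio was 22.5 at 12 h, 20.3 at 24 h, 28.0 at 72 h and 42.0 at 7 d, and within run B it was 8.47 at 12 h and 13.2 at 24 h. Reads were counted on the mouse gene, so these values do not separate transcripts of the human transgene from endogenous Celf2.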

Human *CELF1* or *CELF2* transgenes were induced in mice by administration of doxycycline, in separate mouse lines for each tissue/protein pair, and reached levels between five- and 10-fold above endogenous levels (Supplemental Fig. S1A,B). The level of *CELF1* mRNA increased strongly before declining at the end of the time course, likely as a secondary effect of heart pathology on the *Myh1* promoter that drives *rtTA* (Lowes et al. 1997). However, CELF1 protein levels consistently increased in these mice at least eightfold in skeletal muscle (Ward et al. 2010) and approximately fourfold in heart and remained high through at least day 7 (Koshelev et al. 2010). 

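Celf2 mRNA rose over the time course of CELF2 induction, and several genes known as markers of cardiac stress were higher at 7 d. Nppb, which encodes B-type natriuretic peptide, had 52.5 ± 7.65 RPKM (SD, n = 3) in control hearts and 530 ± 111 RPKM (SD, n = 3) at 7 d, a log2 change of 3.31 (standard error 0.20, adjusted p = 3.81e-07 from limma). Acta1, the skeletal isoform of alpha-actin that the fetal heart also expresses, went from 315 ± 109 RPKM (SD, n = 3) to 1308 ± 261 RPKM (SD, n = 3), with a log2 change of 2.10 (adjusted p = 0.000332). Gdf15, a secreted member of the TGF-beta family, had a log2 change of 1.80, the titin-associated protein gene Ankrd1 1.44, and Rcan1, an inhibitor of calcineurin, 1.04.

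Of 18 tested heart stress genes, 5 were higher at 7 d and 2, Uchl1 (log2 change -0.79) and Myh7 (-0.41), were lower (6 and 2 adjusted over the list alone). As a list, their median log2 change was 0.12 and limma's camera gave an adjusted p = 0.0972 (adjusted p = 0.722 with an estimated correlation). Nppa, encoding atrial natriuretic peptide, had a log2 change of 1.87 (standard error 0.62) and did not pass the test (adjusted p = 0.0744). The myosin heavy chain genes Myh6 and Myh7 fell from 7154 ± 233 to 5581 ± 173 RPKM and from 2460 ± 87.6 to 1850 ± 77.2 RPKM (SD, n = 3 each), with adjusted p = 0.0261 and adjusted p = 0.0450. Both myosin calls ended when any single control or 7 d heart was left out, whereas those of Nppb and Acta1 did not. Ankrd1 lost its call with the level of Y-linked mRNA as a covariate (log2 change 0.86, adjusted p = 0.116), and with run and Y-linked mRNA together Gdf15 and Rcan1 lost theirs as well.

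Over the 15 hearts, the level of Celf2 and the order of the groups had a Spearman rho of 0.95 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give) and a Pearson r of 0.94 (p = 1e-05). In the 12 induced hearts alone, rho was 0.91 (permutation test, p = 0.00019) and r 0.88 (p = 0.00022). Without any 2 of the control and 7 d hearts, the groups farthest from the middle of the order, r stayed at 0.91 or more. Within run A, rho was 0.93 (exact test, p = 0.0167) and r 0.92 (exact test, p = 0.00833) over 6 hearts, and within run B rho was 0.96 (exact test, p = 0.0222) and r 0.95 (exact test, p = 0.0222) over 6 hearts. Adjusted over these 8 correlations, the largest p was 0.0222. Between adjacent groups, the mean changed 1.22-fold from 12 h to 24 h, where the hearts overlapped (exact test, p = 0.6), 1.54-fold from 24 h to 72 h (exact test, p = 0.1) and 1.41-fold from 72 h to 7 d (exact test, p = 0.1), and 0.1 is the smallest p that this design allows. With median-ratio scaling the 72 h and 7 d hearts overlapped, the lowest 7 d heart being at 236 and the highest 72 h heart at 274.9 RPKM, as they did with upper-quartile scaling (235.1 and 278.9 RPKM).

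Heart weight relative to body weight, computed from the paper's weights in Supplemental Table S1, was 4.46 ± 0.399 mg/g (SD, n = 3) in control mice. It was 4.78 ± 0.185 mg/g (SD, n = 3) at 7 d of CELF2 induction (exact test, p = 0.3). These groups are not matched for Y-linked mRNA, present in 1 control heart and in all 3 at 7 d. That control (A6747) had 4.17 mg/g, the other controls 4.91 and 4.29 mg/g, and the 7 d mice 4.6 to 4.97 mg/g. In the CELF1 heart series of the same table, the ratio was 4.53 ± 0.0763 mg/g (SD, n = 3) in control mice and 6.12 ± 0.439 mg/g (SD, n = 3) at 7 d (exact test, p = 0.1). For the CELF1 mice, the paper proposes that heart pathology lowered the transgene mRNA late in the course by acting on the promoter that drives rtTA. It states that the CELF2 mice showed no such pathology and that their transgene level kept increasing.

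**Figure D1:**
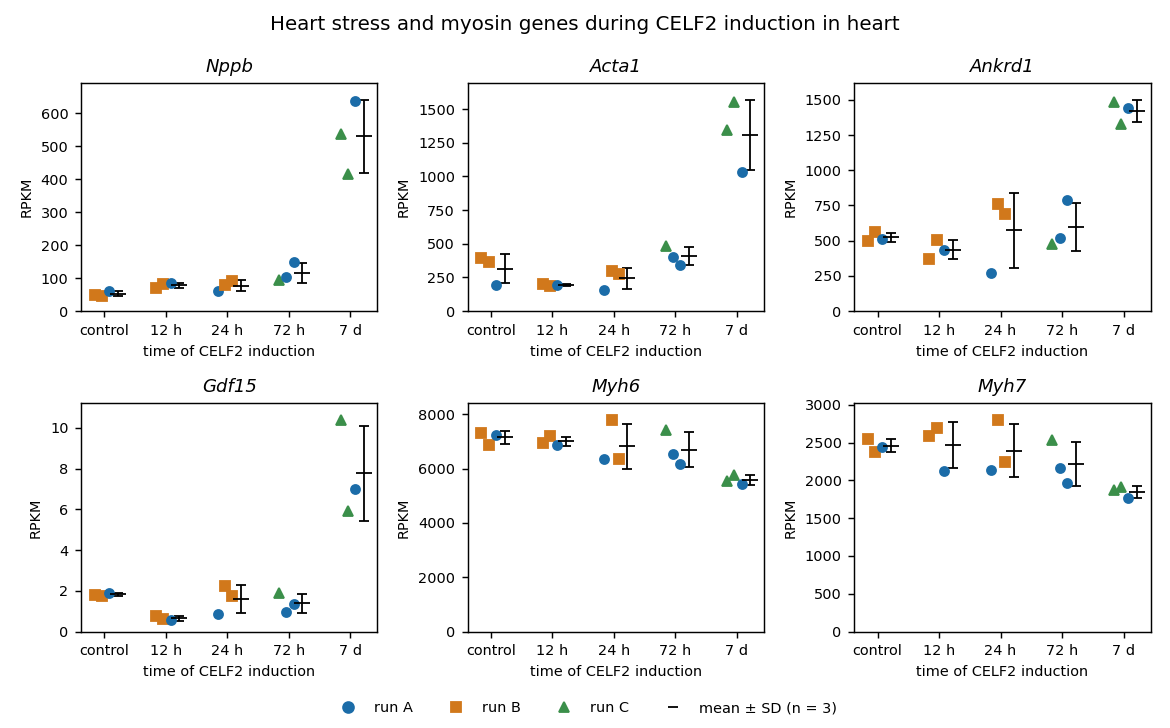
RPKM of Nppb, Acta1, Ankrd1, Gdf15, Myh6 and Myh7 (vertical axis) in each of 15 hearts by time of CELF2 induction (horizontal axis). Points are hearts, with symbols for runs A, B and C, and bars are the mean ± SD of 3 hearts. Nppb lies between 416 and 637 RPKM in the 7 d hearts and between 46.5 and 61.1 RPKM in the control hearts, and Myh6 has means of 5581 and 7154 RPKM.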

Heart pathology was not observed in the *CELF2* mouse, and mRNA and protein levels increased throughout the time course (Supplemental Fig. S1C,F). RNA was isolated from three Tet-inducible mice each at 12, 24, and 72 h and 7 d following induction and from three control mice lacking Tet-inducible *CELF1* or *CELF2* transgenes, treated with doxycycline for 72 h. The MISO software for statistical inference of splicing changes using RNA-seq data (Katz et al. 2010) was used to estimate a percentage spliced in (PSI, or Ψ) value for each cassette (skipped) exon, which estimates the fraction of a gene's messages that include the exon. We also calculated Ψ values for alternative 5′ and 3′ splice sites and retained introns. For each comparison of Ψ between samples, we calculated a Bayes factor (BF) representing the ratio of the likelihood of the hypothesis that Ψ values differ from the null hypothesis of no change in Ψ, and we used BFs to identify differentially regulated exons.

We identified thousands of exons whose Ψ values changed between time points at a BF cutoff of five, a value supported by previous studies of RBPs (Katz et al. 2010). For example, exon 3 in *Tmed2* had a Ψ of 79% in the control heart but decreased to 13% after *CELF1* induction for 7 d (Fig. 1A). To identify splicing events that change monotonically over time, we developed a permutation-based method that could be applied to time course data. We ordered samples chronologically, and for each event compared all pairs of samples from different time points, tallying the number of comparisons representing a significant increase or significant decrease in Ψ (at BF > 5). We calculated a quantity called δ, the number of significant positive ΔΨ values (increases over time) minus the number of significant negative ΔΨ values (Supplemental Fig. S2A). To assess statistical significance, we recalculated δ after randomly permuting the sample labels. Repeating this process 100 times, we generated a null distribution and derived a “monotonicity *Z*-score” (MZ) defined as MZ = (δ − μ)/σ, where μ and σ are the mean and standard deviation of the null distribution of δ values, respectively. Large positive or negative MZ values indicate consistent increase or decrease, respectively, in the inclusion of an alternative exon over the time course. (MZ scores and Ψ values of alternative exons for all experiments are listed in Supplemental Table S2.) We observed 627 and 825 exons responsive to *CELF1* induction at a MZ score of 1.8 in heart and skeletal muscle, respectively.

**Figure 1.**
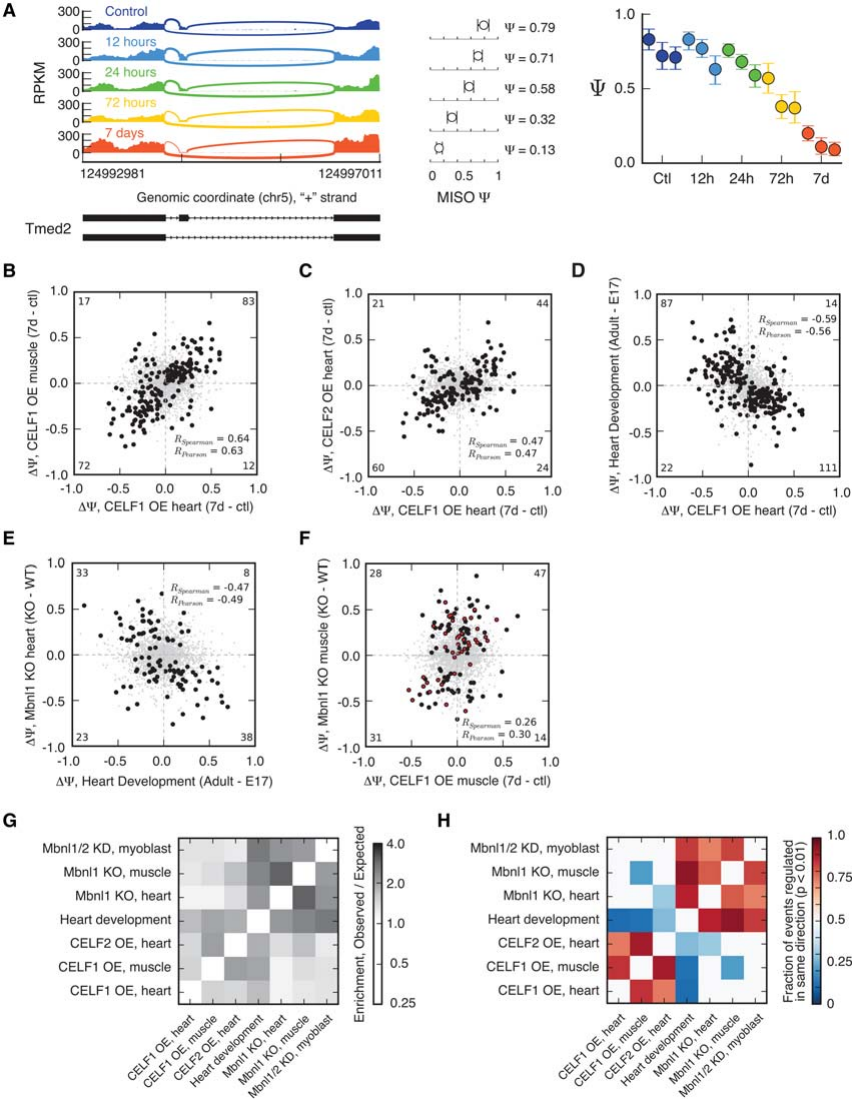
*CELF1* and *CELF2* regulate hundreds of splicing events, reversing many changes during heart development and antagonizing a subset of *Mbnl*-regulated exons. (*A*) RNA-seq read coverage across *Tmed2* exon 3 from mouse heart at several time points following *CELF1* induction. MISO Ψ values and 95% confidence intervals shown at *right*. (*B*) Splicing changes that occur following *CELF1* overexpression (OE) in heart correlate with splicing changes that occur following *CELF1* overexpression in muscle. *n* = 2496 alternative splicing events (skipped exons, alternative 3′ splice sites, alternative 5′ splice sites, retained introns, and mutually exclusive exons) shown: Monotonically changing exons shown as black circles, others as gray dots. Correlation values of monotonic events (shown) are higher than for all events: The numbers of monotonic events in each quadrant are shown in corners. (*C*) Splicing changes that occur in response to *CELF1* overexpression in heart correlate with splicing changes that occur in response to *CELF2* overexpression in heart. As in *B*, with *n* = 2129 skipped exons shown. (*D*) Splicing changes that occur in response to *CELF1* overexpression in heart inversely correlate with splicing changes that occur during mouse heart development. As in *B*, with *n* = 1952 skipped exons shown. (*E*) Splicing changes that occur in *Mbnl1* KO heart inversely correlate with splicing changes that occur during mouse heart development. *n* = 3190 skipped exons shown, as in *B*. (*F*) Splicing changes that occur in *Mbnl1* KO muscle correlate with splicing changes that occur following *CELF1* overexpression in muscle. *n* = 1501 skipped exons shown. Events that changed monotonically, or with BF > 5, following *CELF1* overexpression in muscle or *Mbnl1* KO in muscle, respectively, are shown in black, and correlations are listed for these events. Events that also changed monotonically during heart development are shown in red. (*G*) Exons regulated during heart development also tend to change in *Mbnl1* and *Mbnl2* knockdown myoblasts, in *Mbnl1* and *Mbnl2* knockout mice, and in *CELF1* or *CELF2* overexpressing mice. Enrichment (observed/expected number of regulated exons) is shown in the heatmap. (*H*) Splicing of exons regulated in response to *CELF* overexpression or *Mbnl* depletion tends to change in a direction opposite from changes that occur during heart development. The fraction of events changing in the same direction for each pair of comparisons is shown in the heatmap (only biases significant at *P* < 0.01 by binomial test are colored). See also Supplemental Figures S1 and S2 and Supplemental Tables S1–S4.

### About 30% of splicing changes in heart development respond to *CELF1* induction

We next sought to understand the functions of CELF proteins in different tissues and developmental stages. By comparing ΔΨ values of monotonically changing (high MZ) skipped exons between *CELF1*-induced heart and *CELF1*-induced skeletal muscle, we observed a high correlation (*R*_Spearman_ = 0.64), suggesting that the functions and regulatory targets of CELF1 in these tissues are quite similar (Fig. 1B). To ask about functions of different CELF family members, we compared splicing changes in the heart following induction of *CELF1* or *CELF2*. This comparison yielded a moderate positive correlation (*R*_Sp_ = 0.47), suggesting similar but not necessarily identical splicing functions (Fig. 1C).

To explore connections to the developmental roles of CELF proteins, we compared splicing in the *CELF1* heart to changes that occur during normal heart development. Developmental changes were analyzed by use of an RNA-seq time series (Giudice et al. 2014), including embryonic day 17 (E17), post-natal (PN) day 1, PN 10, PN 28, and adult, during which CELF1 protein levels fall by more than 10-fold (Kalsotra et al. 2008). In all, 234 alternatively skipped exons changed monotonically in heart development and/or following *CELF1* induction. Splicing of 198 (85%) of these exons changed in the opposite direction following *CELF1* induction from that during heart development, with a fairly strong negative correlation (*R*_Sp_ = −0.59, Fig. 1D). Thus, *CELF1* induction triggers widespread reversal of heart developmental splicing and suggests that normal reductions in CELF activity during heart development may contribute to a substantial portion—perhaps 30% (Supplemental Fig. S2B)—of the splicing changes that occur during normal heart development (Kalsotra et al. 2008; Giudice et al. 2014).

### More than 200 exons are regulated antagonistically by CELF and MBNL proteins

Six mouse exons (Kalsotra et al. 2008) and at least one human exon (Ho et al. 2004) are known to be regulated antagonistically by CELF1 and MBNL1. Confirming and extending this trend, we identified dozens of additional exons regulated by both factors. *Mbnl1* depletion (Wang et al. 2012) mimicked a reversal of many splicing changes that occur during heart development (*R*_Sp_ = −0.47) (Fig. 1E). In skeletal muscle, we detected 120 exons whose splicing was responsive to both proteins, of which 78 (65%) were regulated in an antagonistic fashion (Fig. 1F; for exons responsive to both factors, see Supplemental Table S3). Extending this analysis to additional tissues and cell lines and comparing to heart development, we found that exons responsive to induction of *CELF1* or *CELF2* showed a strong and quite general tendency to also respond to *Mbnl1* depletion and to be developmentally regulated (Fig. 1G). Furthermore, the direction of splicing regulation tended to oppose normal developmental transitions, with both *Mbnl1* depletion and *CELF1* induction often reversing developmental changes (Fig. 1H; Supplemental Table S3).

The observed splicing antagonism might result from direct effects of CELF1 on splicing or potentially from indirect effects on MBNL expression by CELF proteins. We found that *CELF1* induction in heart and muscle yielded only modest changes in the mRNA levels of *Mbnl1* (up 15% in heart, down 10% in muscle) and *Mbnl2* (up 9% in heart, down 12% in muscle) by RNA-seq RPKM and did not change inclusion of *Mbnl1* exon 5, which can regulate nuclear-cytoplasmic distribution of MBNL1 (Supplemental Fig. S1D,E; Lin et al. 2006). Furthermore, *CELF1* overexpression in C2C12 mouse myoblasts did not detectably alter MBNL1 protein levels (Supplemental Fig. S1G) or change the localization of MBNL1 by Western blot (data not shown). Finally, inclusion levels of exons bound and regulated by MBNL1, but not bound by CELF1, showed no tendency to change in a direction consistent with an overall decrease in MBNL1 activity (data not shown). These observations indicate that antagonistic regulation of many MBNL-dependent splicing events by CELF proteins results predominantly from direct effects on splicing rather than indirectly through regulation of MBNL activity.

In total, 206 alternative exons were responsive to both *Mbnl1* depletion and *CELF1* induction in muscle and/or heart. These exons were enriched for several Gene Ontology (GO) categories, including “cell differentiation,” “multicellular organismal development,” “microtubule cytoskeleton,” and “cell junction,” suggesting roles in developmental remodeling of the heart (Supplemental Table S4). Furthermore, 124 of these exons (60%) preserved the translational reading frame (compared to a background of 44% of alternative exons, *P* < 0.001, binomial test), suggesting that the splicing activities of CELF and MBNL proteins are predominantly involved in shaping the spectrum of protein isoforms expressed in the heart. These observations provide genome-wide evidence for the principle that CELF and MBNL proteins exert opposing effects on the splicing of a large cohort of exons. They also expand the number of developmentally regulated CELF-/MBNL-responsive exons several-fold.

### Transcriptome-wide binding locations of CELF1 in heart, muscle, and myoblasts

To identify transcript sites bound by CELF1, we performed CLIP-seq analysis using the 3B1 mouse monoclonal antibody against the endogenous CELF1 protein, yielding 1.6 million, 1.0 million, and 1.6 million reads uniquely mapping to the genome and splice junctions in 16-wk-old C57BL/6 heart, 16-wk-old C57BL/6 muscle, and C2C12 myoblast samples, respectively, after collapsing identical reads. Mapping occurred predominantly to transcribed regions, with enrichment for introns and/or 3′ UTRs (Supplemental Fig. S3A), consistent with previous studies (Masuda et al. 2012).

CELF1 binding locations were consistently observed across different tissues, for example, in the 3′ UTR of the myeloid-associated differentiation marker gene, *Myadm* (Fig. 2A). CELF1 binding density along mRNAs, assessed in 5-nucleotide (nt) windows, was highly correlated across tissues and cell lines and was distinct from that observed for MBNL1 (Fig. 2B). Controlling for pre-mRNA length and gene expression, CELF1 CLIP clusters were enriched for UGU-containing pentanucleotides (5mers) in the heart and other tissues (Fig. 2C; Supplemental Fig. S3B). Introns flanking alternative exons with CLIP clusters within 1 kb from either splice site were more highly conserved across species, in particular in the downstream intron, supporting their in vivo function (Fig. 2D).

**Figure 2.**
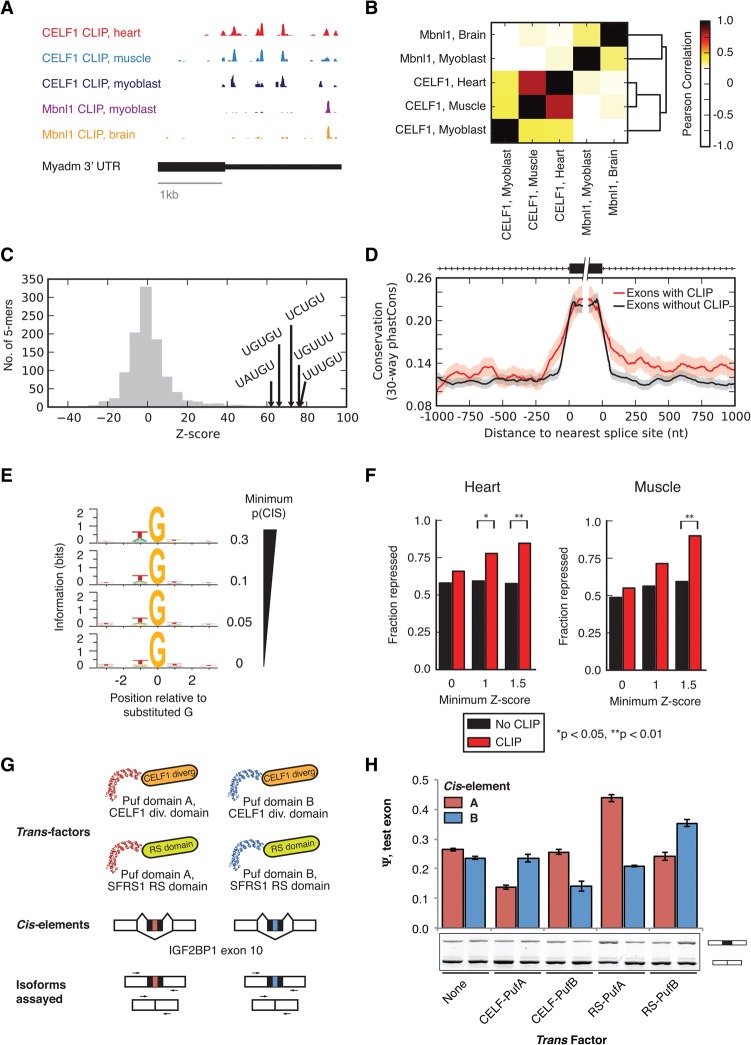
CELF1 binds to consistent locations across cells and tissues and represses splicing of bound exons. (*A*) CELF1 CLIP-seq read coverage across the 3′ UTR of the mouse *Myadm* gene. Binding locations are highly correlated between muscle and heart. (*B*) Correlation of CLIP tag densities in 5-nt windows across all 3′ UTRs expressed in mouse heart, muscle, and myoblasts. (*C*) Histogram of enrichment *Z*-scores of 5mers based on frequency of occurrence in CELF1 heart CLIP clusters relative to control regions from the 3′ UTRs. (*D*) Meta-exon analysis of conservation (mean + 95% confidence interval of phastCons score in 5-nt windows shown) at a range of distances from 3′ and 5′ splice sites of exons with (red) and without (black) overlapping CELF1 CLIP clusters in heart. *n* = 432 skipped exons shown. (*E*) Information content (relative entropy compared to uniform) of genomic positions in regions where CELF1 CLIP-seq reads map, grouped by the frequency of substitution in CLIP reads relative to genome of the central G position. (*F*) Fraction of significantly repressed exons (Ψ at 7 d < Ψ in control animals) with or without CLIP clusters, at three thresholds of monotonicity *Z*-score from *CELF1* overexpression time courses in heart and muscle. Significance was assessed by binomial test, where the number of events with CLIP clusters that were repressed was compared to the fraction of events without CLIP clusters that were repressed. (*G*) Design of experiment involving splicing reporters and Pumilio-based synthetic splicing factors, as well as assessment of splicing by qRT-PCR. (*H*) Tethering the divergent domain of CELF1 to a cassette exon in a splicing reporter by Pumilio fusion promotes exon skipping. In a positive control, tethering of RS domains to the cassette exon enhances exon inclusion. Enhancement by RS and repression by CELF1 occur only when the Pumilio domain has affinity for the inserted oligonucleotide. See also Supplemental Figures S3 and S4 and Supplemental Table S5.

To more precisely map sites of CELF1 binding, we measured the frequency of “crosslink-induced substitutions” (CISs)—positions where CLIP-seq reads differ from the genome (Kishore et al. 2011; Wang et al. 2012)—at each position within CLIP clusters. We noted that guanines with a high CIS showed biases in flanking bases, with the −1 base preceding the substituted guanine increasingly biased toward uracil as CIS frequency increased (reaching ∼61% in heart); the base at the +1 position was also biased toward uracil (Fig. 2E; Supplemental Fig. S3C). The implied CIS-enriched motif UGU resembles the motifs observed in Figure 2C and in previous studies of CELF1 binding affinity (Marquis et al. 2006; Lambert et al. 2014), suggesting that frequently substituted guanines are highly enriched for sites of direct crosslinking to CELF1 protein.

### Context-dependent regulation of splicing by CELF1

Exons whose splicing changed after *CELF1* induction were enriched for CELF1 CLIP clusters (Supplemental Fig. S4). To determine an RNA map describing the splicing regulatory activity of CELF1, we analyzed the location of CELF1 clusters relative to exons responsive to *CELF1* overexpression in heart and/or muscle. We found that cassette alternative exons bound by CELF1 were more likely to be repressed following *CELF1* induction in heart and muscle (Fig. 2F), with 80%–85% of exons with MZ score >1.5 being repressed versus 15%–20% being activated. Though we had reasonable statistical power, we did not observe a consistent trend toward repression or activation of exons bound by CELF1 in the upstream or downstream introns. These observations suggest that exonic binding by CELF family members may directly repress splicing, while the direction of splicing regulation resulting from intronic binding may depend on other variables such as RNA structure or cooperation or antagonism with other RBPs (Dembowski and Grabowski 2009; Goo and Cooper 2009).

To directly test whether CELF1 could repress splicing when bound to a cassette exon, we fused the C-terminal “divergent domain” of CELF1 (omitting the RRMs) to two different Pumilio (Puf) domains, each recognizing a distinct eight-base Puf motif, as in Wang et al. (2009a). We expressed these constructs in HeLa cells, along with a splicing reporter (Xiao et al. 2009) containing either cognate or noncognate Puf motifs within the cassette exon, and used quantitative RT-PCR to assess splicing changes (Fig. 2G). We found that expression of CELF1-Puf fusion decreased Ψ from ∼25% to ∼12% when paired with the cognate Puf motif but had a negligible effect when paired with the noncognate motif. Thus, recruitment of a single CELF1 protein molecule to an exon appears sufficient to reduce splicing by double-digit percentage values in this system. Natural regulatory targets often have multiple CELF1 binding sites; recruitment of multiple CELF1 proteins is likely to magnify the impact on splicing in the mode of other splicing regulatory factors (Matlin et al. 2005). Control RS domain-Puf fusions activated splicing, as expected (Fig. 2H; Wang et al. 2009a). These observations indicate that tethering the CELF1 divergent domain to an exon is sufficient to repress its splicing.

### Dose-dependent down-regulation of expression associated with CELF1 binding to 3′ UTRs

We observed extensive CELF1 binding to 3′ UTRs, with increased density upstream of the cleavage and polyadenylation site (PAS) (Fig. 3A). Consistent with the established activity of CELF1 in binding mRNAs and recruiting cytoplasmic deadenylases (Vlasova-St Louis et al. 2013), binding density increased close to the PAS on the upstream side and fell to background levels just downstream from the PAS site in heart, muscle, and myoblast. Increased phylogenetic conservation was observed for 3′ UTRs containing CELF1 CLIP clusters, relative to 3′ UTRs with a similar length and expression level, suggesting that these mRNAs are enriched for conserved functional motifs or structures (Fig. 3B). GO analysis of 3′ UTR binding targets of CELF1 revealed enrichment of proteins related to muscle structures, such as M band and I band, and factors involved in vesicle and protein transport in both heart and muscle (Supplemental Table S5).

**Figure 3.**
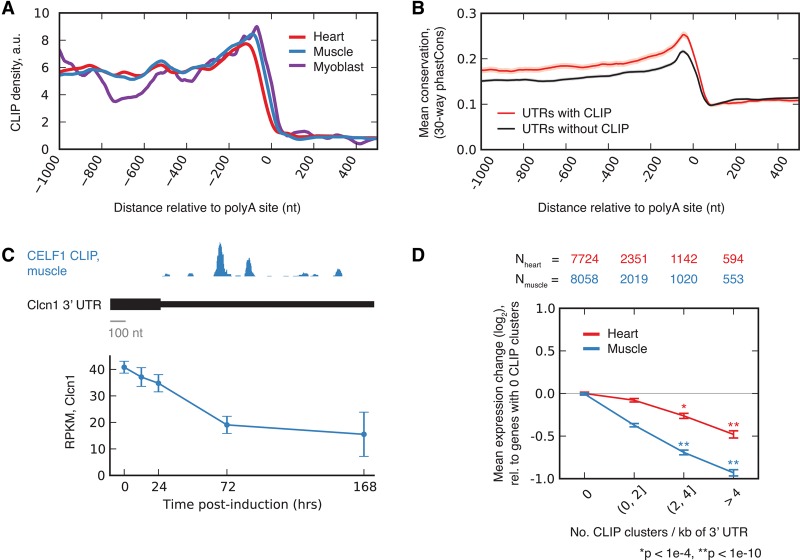
CELF1 binds to 3′ UTRs and regulates message stability in a dose-dependent fashion. (*A*) Mean CELF1 CLIP density at positions along 3′ UTRs in heart, muscle, and myoblasts. (*B*) Mean conservation in sets of 3′ UTRs with and without CELF1 CLIP clusters with similar expression levels and UTR lengths (shading represents SEM). (*C*) Expression of *Clcn1* in muscle based on RNA-seq (mean ± SD) at various times following *CELF1* overexpression (*bottom*); CLIP density in *Clcn1* 3′ UTR (*top*). (*D*) Mean log expression change following *CELF1* induction (7 d over control) for transcripts grouped by number of CELF1 CLIP clusters in their 3′ UTRs. Transcripts with greater CLIP cluster density are down-regulated more strongly in heart and muscle (number of genes in each category listed *above*). Significance was assessed by rank-sum test, where each CLIP cluster bin was compared to the zero CLIP cluster bin. See also Supplemental Table S6.

Analyzing gene expression globally, we observed that mean expression of CELF1-bound mRNAs decreased substantially at 7 d after *CELF1* induction relative to genes not bound by CELF1 (Supplemental Table S6). For example, the *Clcn1* mRNA, which had prominent CELF1 binding clusters in its 3′ UTR, decreased in expression 50%–70% from its initial level 7 d after *CELF1* induction, in both muscle (Fig. 3C) and heart (Supplemental Table S6). Furthermore, the average magnitude of target down-regulation increased monotonically with the density of CLIP clusters in the 3′ UTR, reaching 1.4-fold and twofold in heart and muscle, respectively, for messages with four or more CLIP clusters per kb of 3′ UTR (Fig. 3D). The consistent association between binding and down-regulation and the “dose-response” effect observed in Figure 3D both support a direct role for CELF1 in target mRNA repression.

We expected similar levels of *CELF1*-mediated target repression to occur in heart and muscle, given that the level of *CELF1* induction was similar in both tissues (Supplemental Fig. S1; Koshelev et al. 2010; Ward et al. 2010). However, the magnitude of target down-regulation in the heart was consistently only about half of that observed in muscle for messages with similar CLIP density. This difference might be related to a pattern we observed in which targets of miRNAs were derepressed in the heart following CELF1 induction (Supplemental Fig. S5).

### CELF1 binding to alternative 3′ UTRs is associated with isoform-specific repression

Many mammalian genes end with more than one PAS, yielding “tandem UTR” isoforms, differing in the length of their 3′ UTRs. We observed many instances of altered 3′ UTR isoform abundance following *CELF1* induction in the heart and muscle. For example, the *Cnih4* gene, a member of the cornichon family AMPA receptor auxiliary proteins involved in the selective transport and maturation of TGF-alpha family proteins, contains multiple tandem alternative PASs that are used in these tissues. CELF1 CLIP clusters are located in the extension region of the *Cnih4* 3′ UTR between the two PASs (Fig. 4A). The relative abundance of the longer isoform relative to total *Cnih4* mRNAs was ∼85% in adult heart and ∼75% in muscle but decreased monotonically in both tissues following *CELF1* induction to ∼30% and 40%, respectively (Fig. 4A), consistent with CELF1-mediated down-regulation of the longer isoform. Our genome-wide analysis revealed that 57 tandem UTR events contained at least three CELF1 clusters in the extension region and zero clusters within the core (shared) region; of these, ∼75% followed the pattern of *Cnih4*, exhibiting decreased abundance of the longer isoform relative to the shorter isoform following *CELF1* induction. Across other combinations of binding sites, a consistent trend was observed with higher relative abundance of CELF1 clusters in extension versus core regions associated with greater relative decline in distal isoform expression (Fig. 4B).

**Figure 4.**
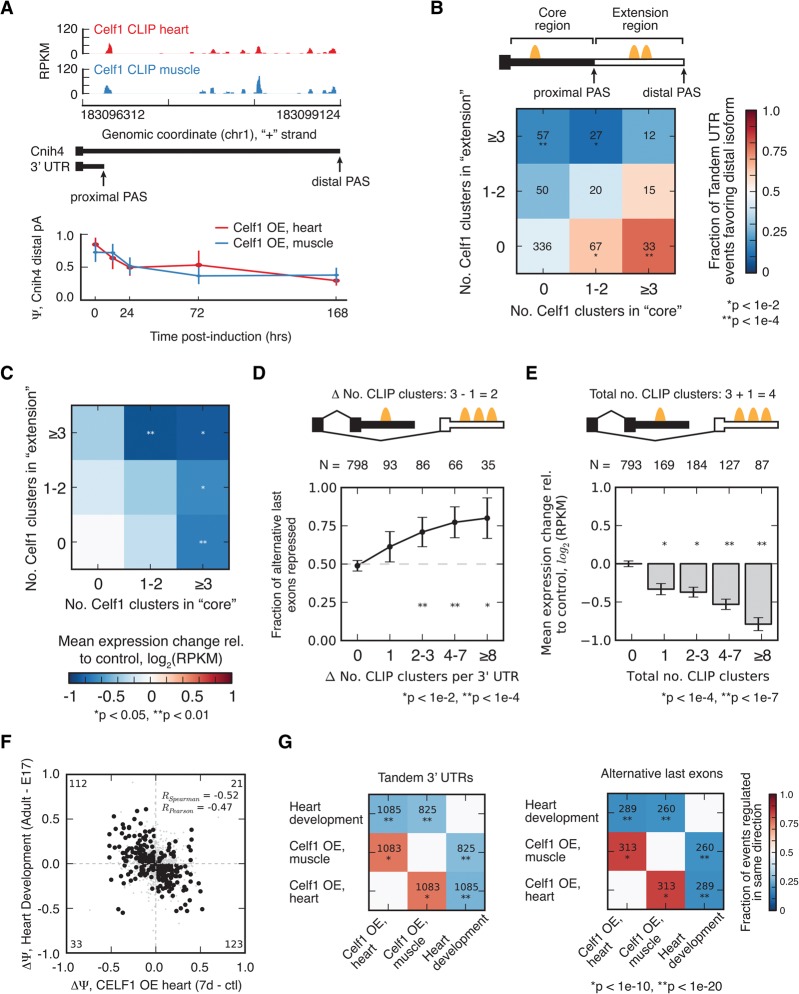
*CELF1* regulates abundance of bound alternative 3′ UTRs, reversing developmental changes. (*A*) CELF1 CLIP-seq density in 3′ UTR of the *Cnih4* gene, which has two alternative PASs whose relative abundance changes following *CELF1* overexpression and during heart development. (*B*) *CELF1* regulates tandem 3′ UTR events in a manner that is dependent on the number of binding sites in the core and/or extension region of the 3′ UTR. The heatmap shows the fraction of tandem UTR events biased toward usage of the proximal PAS following *CELF1* overexpression in muscle for events grouped by the number of CLIP clusters in the proximal or distal region of the 3′ UTR (MZ > 1.6). Significance was assessed by binomial test, assuming equal likelihood for usage of long or short isoforms. (*C*) Messages with regulated tandem 3′ UTR events tend to be down-regulated following *CELF1* induction. The heatmap shows the mean expression change following *CELF1* induction in muscle for genes harboring events grouped by the number of CLIP clusters in the proximal or distal region of the 3′ UTR. Significance was assessed by rank-sum test, where each bin was compared to the bin with zero CLIP clusters. (*D*) *CELF1* regulates ALE expression in a manner that is dependent on the number of binding sites in the competing 3′ UTRs. The fraction of ALEs that is significantly repressed following *CELF1* overexpression in muscle, grouped by density in repressed 3′ UTR minus density in enhanced 3′ UTR (MZ > 1.5). Significance was assessed by binomial test, assuming equal likelihood for usage of each ALE isoform. (*E*) Messages with CELF1 binding within ALEs tend to be down-regulated following *CELF1* induction. (Bar plot) Mean expression change following *CELF1* induction in muscle for genes with varying numbers of CLIP clusters within ALEs. Significance was assessed by rank-sum test relative to genes with no CLIP clusters. (*F*) Changes in ALE usage during heart development inversely correlate with those that occur in response to *CELF1* overexpression in heart. Correlation coefficients shown for events meeting a minimum *Z*-score threshold (heart development, 1.4; *CELF1* OE, 1.8), as in Figure 1B. (*G*) Spearman correlation coefficients and significance of correlation are displayed in heatmap format for change in ALE usage (*right*) or change in tandem 3′ UTR usage (*left*) for pairwise comparisons of isoform changes during heart development, *CELF1* overexpression in heart, and *CELF1* overexpression in muscle. See also Supplemental Figure S6.

Changes in tandem UTR expression associated with CELF1 binding could, in principle, result from regulation of cleavage and polyadenylation to produce less of the distal PAS isoform or by differential regulation of the stabilities of the isoforms. If regulation occurs by the latter mechanism, overall gene expression should decrease following *CELF1* induction in proportion to the extent of binding in the core and extension regions, with binding in the core exerting a stronger effect, since the core region is shared by both isoforms. Our analysis of expression changes of tandem UTR genes revealed exactly this: Following induction, gene expression decreased with the number of CELF1 CLIP clusters in either region (Fig. 4C). By using a linear model, we compared the magnitude of down-regulation associated with extension and core sites and found that sites in the core were associated with down-regulation of mRNA expression by 6.9 ± 2.7% (95% CI) per site, and sites in the extension were associated with 2.7 ± 2.5% down-regulation. Because of their presence in both long and short isoforms, core sites are expected to exert stronger effects on overall gene expression than are sites in the extension, as observed. Therefore, the effects of CELF1 on tandem UTR isoform expression can be explained based on the factor's known ability to destabilize mRNAs via recruitment of deadenylases without needing to invoke a potential activity in regulating cleavage and polyadenylation.

In thousands of other mammalian genes, a combination of alternative splicing and alternative PAS usage gives rise to alternative last exons (ALEs) (Fig. 4D). The distinct 3′ UTRs of ALEs provide natural reporters of 3′ UTR functions, since they generally have little or no effect on the ORF. For more than 1000 genes, we observed a monotonic change in the relative expression of ALE isoforms following *CELF1* induction in muscle. The ALE isoform exhibiting greater CELF1 binding tended to be down-regulated, and the magnitude of this bias increased as the difference in the number of sites increased (Fig. 4D). A similar bias was observed in ALE pairs lacking CELF1 binding within 500 nt of each alternative splice site (Supplemental Fig. S6), suggesting that changes in ALE abundance do not commonly result from regulation of splicing by CELF1. Furthermore, as was observed for tandem UTRs, increased CELF1 binding was associated with increased mRNA down-regulation (Fig. 4E), with an average magnitude of 5.9 ± 1% (95% CI) per CLIP cluster, consistent with mRNA destabilizing activity. Together, the consistent pattern of down-regulation of mRNAs (Fig. 3D) and of specific mRNA isoforms (Fig. 4B–E) associated with CELF1 binding to 3′ UTRs provides evidence of widespread direct effects of binding on mRNA expression and identifies numerous instances of gene- and isoform-specific regulation.

### Evidence for CELF1-mediated regulation of alternative 3′ UTR isoforms in development

The dramatic changes in CELF1 levels that occur during heart development led us to ask whether these 3′ UTR isoforms are often developmentally regulated. By comparing changes in 3′ UTR isoform abundance during heart development to changes following *CELF1* induction in heart, we observed a strong negative correlation (*R*_Sp_ = −0.52) (Fig. 4F). Therefore, as observed at the level of splicing, *CELF1* induction tends to reverse isoform changes that occur during normal heart development. This negative correlation held whether analyzing *CELF1* induction in heart or skeletal muscle and whether analyzing tandem UTRs or ALEs (Fig. 4G). The hundreds of 3′ UTR isoforms involved in these patterns suggest that developmental reductions in CELF1 activity underlie a substantial fraction of 3′ UTR isoform changes that occur during heart development.

### Antagonistic regulation of mRNA expression by CELF and MBNL proteins

In addition to their nuclear functions in RNA splicing, MBNL proteins also exert cytoplasmic functions, targeting 3′ UTR-bound mRNAs for localization to membrane destinations and promoting translation of targeted messages (Adereth et al. 2005; Wang et al. 2012). To ask whether this function might be related to mRNA repression by CELF proteins, we compared CELF1 and MBNL1 3′ UTR binding targets. We observed more than 1000 3′ UTRs bound by both CELF1 and MBNL1 (with at least two CLIP clusters for each factor), three times as many as expected by chance (*P* < 1 × 10^−48^, Fisher's exact test) (Fig. 5A; for CLIP clusters, see Supplemental Table S7). Given that gene expression level impacts the statistical power to detect CLIP binding, we assessed the fold enrichment of cobinding relative to independence in sets of genes binned by expression level, and observed as well as expected numbers of shared targets are shown in Figure 5A. These genes were enriched for a number of GO categories, including categories related to cytoskeleton, such as “actin cytoskeleton organization,” and to development, such as “mesoderm formation,” “patterning of blood vessels,” “ventricular septum development,” and other categories (Supplemental Table S8), suggesting important developmental functions. These observations led us to explore whether CELF and MBNL might exert antagonistic, or synergistic, effects on mRNA levels.

**Figure 5.**
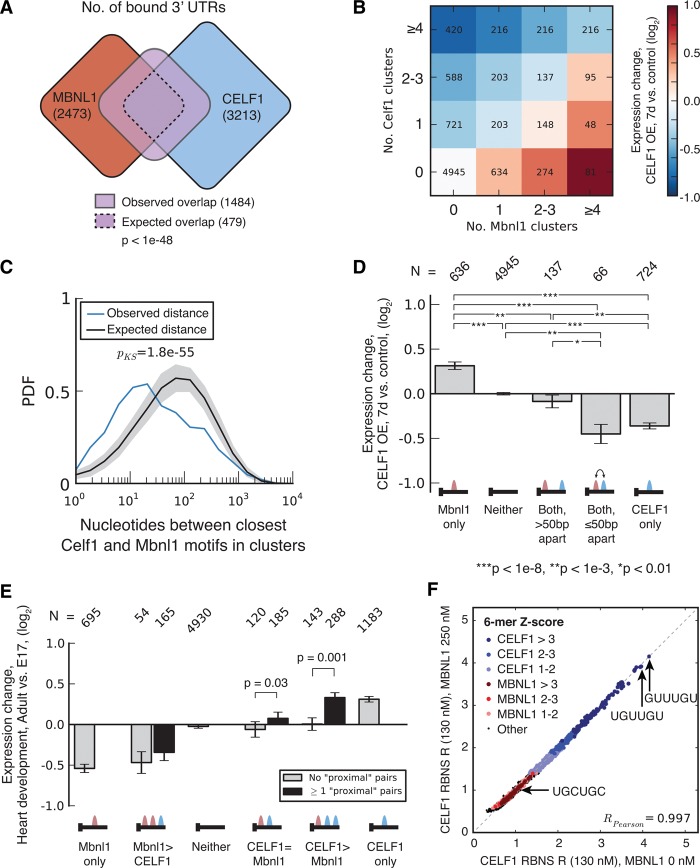
CELF1 and MBNL1 bind in close proximity to the same 3′ UTRs and exert opposing effects on mRNA stability. (*A*) Venn diagram showing the expected and observed overlap between CELF1 and MBNL1 3′ UTR targets (CELF1 data from muscle, MBNL1 data from myoblasts). The observed overlap is approximately three times larger than expected (analysis controlled for gene expression) and significant by Fisher's exact test. (*B*) Expression change following *CELF1* induction in muscle (7 d versus control) for transcripts grouped by number of MBNL1 and CELF1 CLIP clusters in the 3′ UTR. CLIP clusters for MBNL1 and CELF1 were derived from myoblast and muscle, respectively. (*C*) The probability density function (PDF) of the distribution of distances between CELF1 CLIP clusters in muscle and MBNL1 CLIP clusters in myoblasts, in 3′ UTRs with binding for both proteins. Distances for true binding sites are shown in blue; for randomly placed binding sites, in black. Statistical significance was assessed by modified KS test, and the distribution of distances in shuffled controls is shown in gray. (*D*) Expression change following CELF1 induction in muscle (7 d versus control) for transcripts with exactly one MBNL1 CLIP cluster and exactly one CELF1 CLIP cluster. Genes were grouped according to whether the distance between motifs is less than or greater than 50 base pairs (bp). Significance was assessed by rank-sum test. (*E*) Expression change during heart development (adult versus E17) for transcripts with varying numbers of MBNL1 and CELF1 CLIP clusters. Genes were grouped according to the relative abundance of MBNL1 and CELF1 CLIP clusters and by the presence/absence of a proximal MBNL1/CELF1 binding pair. Only transcripts with gene expression MZ scores >0.5 were included in this analysis, and significance was assessed by KS test. See also Supplemental Figures S7 and S8 and Supplemental Tables S7 and S8. (*F*) MBNL1 presence does not affect in vitro binding of CELF1 to RNA. 130-nM tagged CELF1 and 250-nM MBNL1 were equilibrated in vitro with random RNA 40mers in an RNA Bind-n-Seq experiment. The tagged CELF1 was pulled down, bound 40mers were eluted and sequenced, and RBNS *R* of each 6mer was calculated as the frequency in the pulldown library divided by the frequency in the input library. 6mers were classified as weak, medium, or strong (RBNS *R Z*-score between 1–2, 2–3, or >3, respectively), CELF1-binding, MBNL-binding, or none of the above (“Other”) using the data from Lambert et al. (2014) and color-coded as indicated.

To assess possible functional relationships between the effects of CELF and MBNL proteins on expression, we assessed gene expression changes for sets of genes grouped by extent of CELF1 and MBNL1 binding. Expression changes following *CELF1* induction exhibited a strong dependence on the ratio of CELF1 to MBNL1 binding sites: Greater CELF1 binding was associated with strong (up to approximately twofold) average down-regulation, messages with similar numbers of CELF1 and MBNL1 clusters exhibited little change, and those with greater MBNL1 binding showed increased expression (Fig. 5B). These data suggest that MBNL binding can protect a message from CELF-mediated repression. The highly consistent pattern in which each additional CELF binding site conferred reduced expression, while each additional MBNL binding site conferred increased expression, suggests that MBNL1 and CELF1 compete for cobound mRNAs to target them for different fates. The set of mRNAs that (1) were down-regulated upon *CELF1* induction; (2) are bound by both CELF1 and MBNL1; and (3) changed their localization upon *Mbnl* depletion in the expected direction (away from membrane and toward the insoluble compartment, based on our previous study) (Wang et al. 2012) included *Cpe*, *Igfbp5*, *Kcnj2*, and *Sobp* (see Discussion).

Within the set of mRNAs not detectably bound by CELF1, the up-regulation of mRNAs bound more strongly by MBNL1 relative to less-bound messages was unexpected. One possible explanation is that this signal derives from CELF1 CLIP false negatives, i.e., messages that are bound by CELF1 but that failed to crosslink efficiently (or failed to be recovered in our CLIP-seq data for other technical reasons). Another possibility is that CELF proteins may exert a general nonspecific or low-specificity, mRNA decay-promoting activity at high levels and that MBNL binding protects against this effect as well as the effects of specific CELF1 binding.

To further explore the relationship between CELF1 and MBNL1 proteins, we analyzed the relative locations of CELF1 and MBNL1 binding sites in 3′ UTRs. We found that sites bound by CELF1 and MBNL1 tended to cluster together more than expected, relative to randomly placed clusters (*P* < 1.8 × 10^−55^ by Kolmogorov-Smirnov [KS] test) (Fig. 5C). This proximity effect remained highly significant when performing additional analyses that preserved the locations of CELF1 and MBNL1 binding sites but permuted protein identity, a treatment that controls for variations in local base composition and accessibility along mRNAs (Supplemental Fig. S7A).

To ask whether functional antagonism between MBNL1 and CELF1 might depend on binding site proximity, we examined the effects of *CELF1* induction on messages with proximal (≤50 nt) or distal (>50 nt) pairs of CELF1 and MBNL1 binding sites. The presence of a distal MBNL1 site was sufficient to abrogate the repression normally associated with presence of a CELF1 site, but presence of a proximal MBNL1 site lacked such a protective effect (Fig. 5D). These trends extended to messages containing multiple CELF1 sites. Comparing sets of mRNAs with the same distributions of CELF1 site counts and with exactly one MBNL1 site, those with a greater number of proximal CELF1/MBNL1 pairs were more strongly down-regulated following *CELF1* induction (Supplemental Fig. S5B). This phenomenon of “local inhibition” of MBNL1's activity by CELF1 suggests that CELF1 can bind to messages when MBNL1 is bound nearby, and is readily explicable by either of two models: (1) “local inhibition of binding,” in which inhibition results simply from CELF1 inhibiting nearby binding of MBNL1, either directly through steric hindrance or indirectly via effects on local RNA structure; or (2) “local inhibition of function,” in which occupancy of CELF1 binding sites proximal to bound MBNL1 antagonizes the localization/stabilization function conferred by MBNL1 without affecting MBNL1's binding.

Under either model, mRNAs containing a proximal pair of MBNL and CELF sites are expected to be more responsive to developmental changes in CELF and MBNL levels than messages containing distal pairs of sites. To explore this idea, we assessed developmental changes in expression of mRNAs grouped by binding site count and presence of proximal or distal CELF/MBNL site pairs (Fig. 5E). Overall, we observed moderate derepression in proportion to the number of CELF sites present and observed repression when MBNL sites exceeded CELF sites. This pattern reverses the pattern observed in Figure 4B, as expected given the down-regulation of CELF1 during heart development. Moreover, messages containing proximal CELF/MBNL pairs were derepressed more strongly than those containing exclusively distal pairs, consistent with the local inhibition phenomenon observed in Figure 5D. Together, these data indicate that the regulatory rules that govern CELF1 function in heart development are similar to those observed in the transgenic mouse model.

### No evidence for direct antagonism of binding for CELF and MBNL proteins

To help distinguish between the “local inhibition of binding” and “local inhibition of function” models introduced above, we performed a variant of our RNA Bind-n-Seq (RBNS) assay (Lambert et al. 2014), in which recombinant, tagged CELF1 protein was incubated with a pool of random RNA oligonucleotides (of length 40 nt), in the absence of MBNL1 or in the presence of varying concentrations of recombinant MBNL1 protein. This experiment can be thought of as mimicking the effects of developmental induction of MBNL1 on CELF1's interaction with RNA. Following pulldown of CELF1 using the affinity tag, bound RNA was eluted and used to prepare libraries for high-throughput sequencing (Methods). The calculation of motif enrichment (called RBNS *R*-values) in the CELF1 pulldown libraries relative to a control library prepared from input RNA enables assessment of sequence-specific RNA affinity.

By analyzing all RNA 6mers, we observed a strong preference for GU- and UGU-containing motifs such as UGUUGU in all pulldown libraries, consistent with previous studies (Faustino and Cooper 2005; Marquis et al. 2006; Lambert et al. 2014). By comparing data obtained with relatively high MBNL1 concentration (e.g., 250 nM, a concentration at which MBNL1 exhibits strong sequence-specific binding in this assay) to 0 MBNL concentration, we observed no effect of the presence of MBNL1 protein on the absolute or relative affinity of CELF1 for different RNA motifs (Fig. 5F), nor any effect of the presence of MBNL1 motifs in the oligonucleotide. These observations were consistent across a range of additional MBNL1 concentrations, from 64 nM to 1 μM (Supplemental Fig. S8). This result was not entirely unexpected, as CELFs and MBNLs have distinct sequence specificities, with CELF1 favoring GU- and UGU-containing motifs (Faustino and Cooper 2005; Marquis et al. 2006; Lambert et al. 2014), and MBNL1 favoring motifs containing UGC and/or GCU (Goers et al. 2010; Lambert et al. 2014). These data suggest that binding of these two proteins to RNA exhibits neither synergism nor antagonism, instead occurring independently. Of course, the usual caveats regarding the experimental setup and presence of an affinity tag on CELF1 apply, and the in vivo situation might be different. This conclusion provides no support for local inhibition of binding but is consistent with the local inhibition of function model.

## Discussion

The relationship between CELF and MBNL proteins is important both in the development and context of neuromuscular disease, particularly DM. Throughout mouse heart development, CELF protein levels decrease and MBNL levels increase (Kalsotra et al. 2008); in DM, MBNL proteins are sequestered by expanded CUG or CCUG repeats, and CELF proteins are stabilized via hyperphosphorylation by PKC and derepressed as a result of reduced miRNA expression (Timchenko et al. 2004; Kuyumcu-Martinez et al. 2007; Kalsotra et al. 2010). The nature of the relationship between these RBPs in normal physiology and development has been a long-standing question in the field.

It has recently been established that many genes shift toward greater expression of longer 3′ UTR isoforms during differentiation of muscle cells and likely other cell types (Ji et al. 2009). We observed a strong pattern of antagonistic regulation of mRNA levels by CELF and MBNLs associated with binding to 3′ UTR regions. It is known that CELF1 can recruit deadenylases to 3′ UTRs and destabilize mRNAs (Vlasova et al. 2008), and recently we uncovered a global role for MBNLs in localizing mRNAs to membrane destinations for localized translation (Wang et al. 2012). These observations suggest a model in which MBNL and CELF proteins specify different cellular outcomes for mRNAs and compete with one another to determine the localization/stabilization or destabilization of specific mRNAs that contain binding motifs for both factors (Fig. 6A). Changes in localization often impact mRNA stability (Walters and Parker 2014). Our data, e.g., the pattern shown in Figure 5B, can be most simply explained if messages tend to have a basal decay rate in the cytoplasm, which is generally accelerated by *CELF1* induction and specifically enhanced by direct CELF1 binding, but have a lower decay rate when localized to the membrane compartment. Under this model, the localizations and half-lives of more than 1000 messages bound by both factors are determined by the outcome of a competition between the activities of MBNL and CELF proteins.

**Figure 6.**
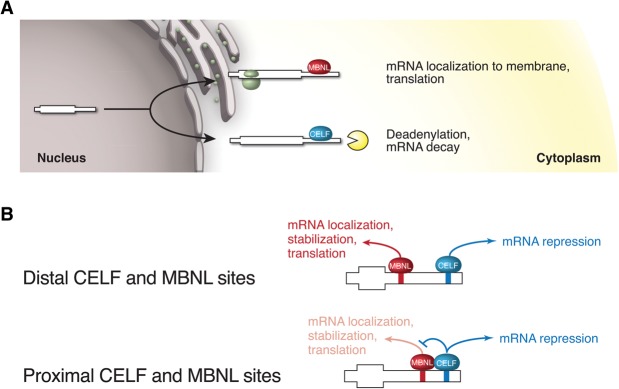
Functional antagonism model of effects of CELF and MBNL proteins on mRNA fates. (*A*) Summary of known nonsplicing activities: CELF1 binding to 3′ UTRs promotes mRNA deadenylation and decay (Vlasova and Bohjanen 2008), while MBNL1 binding to 3′ UTRs promotes localization to membrane compartments (Wang et al. 2012). (*B*) Binding of both proteins to the same mRNA is expected to result in a functional tug-of-war. For mRNAs containing distal MBNL and CELF binding sites, MBNL promotes targeting of the mRNA for localization and stabilization, while CELF binding promotes decay. For mRNAs containing proximal MBNL and CELF binding sites, CELF1 may directly antagonize MBNL1 function, e.g., by preventing recruitment of complexes associated with localization or inhibiting their function.

Down-regulation of the *CLCN1* gene, which encodes the major voltage-gated chloride channel that controls the membrane excitability of skeletal muscle, causes the myotonia that is characteristic of DM (Charlet et al. 2002; Mankodi et al. 2002). This down-regulation is thought to result primarily from aberrant inclusion of exon 7a, due to loss of *MBNL1* activity, which produces a nonfunctional *CLCN1* mRNA (Wheeler et al. 2007). Here, we showed that *Clcn1* mRNA levels decreased monotonically following *CELF1* induction in both muscle and heart and that CELF1 binds to the *Clcn1* 3′ UTR (Fig. 3C). These observations suggest that CELF1 may down-regulate the stability of *Clcn1* mRNA, independently of splicing regulation. Therefore, the up-regulation of CELF activity that often accompanies MBNL sequestration in DM skeletal muscle may destabilize the *CLCN1* mRNA and exacerbate myotonia symptoms.

Other messages bound by both factors whose expression responded to *CELF1* induction and whose localization changed in response to *Mbnl1* depletion (Results) included *Kcnj2*, a cardiac inward rectifier potassium channel whose mutation is associated with a syndrome that involves cardiac arrhythmia (Andelfinger et al. 2002), and the sine oculis binding protein homolog *Sobp*, mutations of which have been linked to intellectual disability (Birk et al. 2010). Other messages with this pattern of binding and localization included *Cpe*, which is involved in insulin processing, and *Igfbp5*, which regulates insulin-responsive growth factor. Thus, genes that encode competing mRNA targets of CELFs and MBNLs may contribute to symptoms such as cardiac arrhythmia, mental retardation, and insulin resistance, which are observed in DM.

The distance between CELF and MBNL sites on a message appears to play an important role in the outcome of competition between these factors: Close spacing of CELF1 sites near MBNL sites (less than ∼50 nt apart) appears to override the protective effect normally conferred by MBNL1 binding (Figs. 5D, 6B), either by inhibition of binding or of activity. Our in vitro binding data (Fig. 5F) did not detect evidence of a cooperative or antagonistic relationship between binding of CELF1 and MBNL1, suggesting that antagonism occurs at the functional level. For example, CELF binding may inhibit the recruitment or activity of MBNL-dependent complexes involved in mRNA localization or stabilization. Functional antagonism between RBPs that bind to the same mRNAs is well known; e.g., PTB can repress U1 snRNP's ability to promote spliceosome formation without inhibiting its binding to the 5′ splice site (Izquierdo et al. 2005; Sharma et al. 2005), and SRRM4 (also known as NSR100) can overcome the repressive effects of PTBP1 without generally interfering with its binding (Raj et al. 2014). The functional antagonism between MBNL and CELF proteins uncovered here is likely to contribute to the robustness of developmental changes in mRNA stability and localization, particularly for mRNAs bound by both factors (Fig. 5E). These mRNAs may be particularly susceptible to misregulation in DM, perhaps contributing to pathogenesis.

We identified several dozen exons exhibiting antagonistic splicing regulation, many of which are developmentally regulated. These exons tend to preserve the reading frame and to reside in genes affecting functions involved in development and cell differentiation (see Results). Human homologs of this set of antagonistically regulated exons may be misregulated in DM to a particularly strong extent, as increased levels of CELF proteins would exacerbate splicing changes that result from MBNL sequestration. The hypothesis that CELF binding to exons tends to repress splicing, suggested by genome-wide analyses, was confirmed in a splicing reporter system, establishing a rule to predict CELF-dependent splicing regulation.

CELF1 function intersects with RNA processing in a different way in its impact on the stability of alternative mRNA isoforms that differ in their 3′ UTRs. We observed a large set of genes with developmentally regulated ALEs and tandem UTR isoforms that differentially respond to CELF induction (Fig. 4). Regulation of some of these isoforms by CELF1 may impact encoded protein functions by changing the abundance of protein isoforms differing in their C termini, while regulation of others may alter mRNA localization or translation or other UTR-dependent properties during development and other physiological situations in which CELF activity changes.

## Methods

### Heart inducible *CELF2* mouse

N-terminal FLAG-tagged human CELF2 was expressed from the transgene previously used for CELF1 (Koshelev et al. 2010). *TRECUGBP2* transgenic mice were generated by standard techniques and maintained on an FVB background. All reported *TRECUGBP2*/*MHCrtTA* bitransgenic mice were the F1 progeny from *TRECUGBP2* × *MHCrtTA* (FVB/N-Tg(*Myh6*-*rtTA*)1Jam) matings. *TRECUGBP2/MHCrtTA* bitransgenic mice induced using doxycycline did not show evidence of ECG, echocardiography abnormalities, or abnormal heart size or morphology after 8 wk of induced expression of *CELF2*.

### RNA-seq library preparation and sequencing

*CELF1* and *CELF2* were induced in the heart and muscle by feeding mice 2 g/kg doxycycline for 12, 24, 72 h, or 7 d in the relevant transgenic animal. For *CELF1* induction in the heart, mice with myosin heavy chain, promoter-driven, reverse tetracycline transactivator (*rtTA*) and Tet-inducible, N-terminal FLAG-tagged human CELF1 LYLQ isoform were used (data are provided under GEO accession GSE56185) (Giudice et al. 2014). For *CELF2* induction in the heart, mice with the myosin heavy chain promoter-driven *rtTA* and Tet-inducible human *CELF2* were used. Hearts were harvested, atria removed, and ventricles frozen in liquid nitrogen. For *CELF1* induction in muscle, mice with the rat myosin light chain 1/3 promoter/enhancer driving *rtTA* and Tet-inducible, N-terminal FLAG-tagged human *CELF1* LYLQ isoform were used. The left and right gastrocnemius were isolated and frozen in liquid nitrogen. Control experiments for all time courses used mice with *rtTA* cassettes but lacking the Tet-inducible *CELF* cassettes; control mice were fed 2 g/kg doxycycline for 72 h before tissue harvest. Total RNA was isolated in all cases using TRIzol (Invitrogen), followed by RNeasy column with DNase treatment (Qiagen). Poly(A)^+^ RNA was prepared using Oligo dT dynabeads (Invitrogen) and prepared for paired-end RNA-seq (36–40 nt on Illumina GAII).

### CLIP-seq library preparation and sequencing

CLIP was performed using 254-nm UV irradiation as previously described (Wang et al. 2009b), using heart tissue or muscle tissue of 16-wk-old mice or cultured C2C12 mouse myoblasts. Tissue was ground to a powder using a liquid nitrogen–cooled mortar and pestle prior to UV irradiation. The dry powder was placed into a 10-cm^2^ tissue culture dish, sitting on ice, and crosslinked 3 × 400 mJ/cm^2^. In between each round of cross-linking, the dish was shaken from side to side to redistribute the tissue powder and provide maximum opportunity for all tissue particles to be cross-linked. The tissue was then lysed in RIPA buffer (50 mM Tris-HCl at pH 7.4, 150 mM NaCl, 0.1% sodium deoxycholate, 1% NP-40, 0.5% SDS). The lysate was treated with DNase and RNase I_f_ (NEB) for 10 min at 37° C, with dilutions of 1:10,000 and 1:50,000 providing optimal RNA fragment lengths for downstream purification. Immunoprecipitation was performed using the 3B1 antibody clone against CELF1 (Millipore) and protein A beads (Invitrogen). The beads were washed twice with RIPA and twice with RIPA containing 1 M NaCl. The 3′ adapter was preadenylated with ImpA (Hafner et al. 2008) and ligated while the RNA–protein complexes were on beads using T4 RNA ligase (Rnl2 truncation) in the absence of ATP (NEB). The complexes were run on SDS-PAGE gel, transferred to nitrocellulose, and isolated from membrane as previously described (Wang et al. 2009b). Further details are provided in the Supplemental Material.

### RNA-seq and CLIP-seq read mapping, gene expression estimation

All read mapping was performed using Bowtie/TopHat (Langmead et al. 2009; Trapnell et al. 2009), mapping to mm9. Only uniquely mapping reads were used. CLIP reads were collapsed to remove identical sequences; adapter sequences were removed; and processed reads were then mapped separately for each CLIP read length. To estimate gene expression levels, the number of reads mapping to each kilobase of constitutive coding sequence of RefSeq/Locuslink genes was counted and divided by the number of reads (in millions) mapping uniquely to nonribosomal and nonmitochondrial sequence to obtain RPKM values. For purposes of the analyses performed in Figure 4E, gene expression values in the heart development time course were normalized as previously described (Robinson and Oshlack 2010), using parameters *M* = 0.3 and *A* = 0.2.

### Estimation of isoform frequencies, calculation of MZ score

MISO (version 0.4.8) (Katz et al. 2010) was used to estimate isoform frequencies for splicing events and alternative 3′ UTR events, using a minimum of 20 reads per event and the parameters of burn_in=500, lag=10, num_iters=5000, and num_chains=6. To identify splicing events that change monotonically over time, we ordered samples chronologically, and for each event compared all pairs of samples from different time points, tallying the number of comparisons representing significant increase or significant decrease in Ψ (at BF > 5). We calculated a quantity called δ, the number of significant positive ΔΨ values (increases over time) minus the number of significant negative ΔΨ values. To assess statistical significance, we recalculated δ after randomly permuting the sample labels. Repeating this process 100 times, we generated a null distribution and derived the “monotonicity *Z*-score” (MZ = (δ − μ)/σ), where μ and σ are the mean and standard deviation of the null distribution, respectively.

### Analysis of antagonistically regulated splicing events

Splicing events regulated in response to each perturbation (*CELF* overexpression, *Mbnl1* KO, or heart development) were enumerated, and the number of events regulated among each pair of perturbations was counted (this was the “observed” overlap) (Fig. 1G,H). To compute the “expected” overlap, we assumed independence; e.g., the fraction of events regulated in both perturbations equals the fraction of events regulated in the first perturbation multiplied by the fraction of events regulated in the second perturbation. Significance of the bias in direction of regulation (Fig. 1H) was assessed by binomial test, assuming a null hypothesis frequency of 0.5.

### Analysis of CLIP clusters and correlation across the transcriptome

Analysis of CLIP data was performed as described in the Supplemental Material (Fig. 2B,C,E; Supplemental Fig. S3B,C).

### Conservation analysis for cassette exons and 3′ UTRs

Conservation (30-way phastCons, UCSC Genome Browser) of cassette exons with CLIP clusters within 1 kb of each splice site or within the exon itself was compared to a control set of cassette exons found in similarly expressed genes (Figs. 2D, 3B). Conservation (30-way phastCons) of 3′ UTRs with CLIP clusters <1 kb upstream of and <500 bases downstream from the constitutive transcript ends was assessed and compared to a control set of 3′ UTRs with similar length, in similarly expressed genes. For these analyses, CLIP clusters and gene expression values from heart were used.

### Analysis of gene expression changes as a function of CELF CLIP clusters and/or miRNA seed matches

Genes were grouped by the number of CELF CLIP clusters found in 3′ UTRs (Fig. 3D) or miRNA seed matches (Supplemental Fig. S5A), and the mean log_2_(fold-change) in expression level in each group was computed, relative to genes with no CLIP clusters or miRNA seeds, respectively (Fig. 3D; Supplemental Fig. S5A). Significance was assessed by rank-sum test. The abundance of miRNAs in heart (Supplemental Fig. S5B) was derived from Li et al. (2013).

### Analysis of binding targets shared by CELF1 and MBNL1

Genes were binned by expression level in mouse myoblast (Wang et al. 2012), and within each bin, the number of genes with 3′ UTRs containing CELF1 CLIP clusters only, MBNL1 CLIP clusters only, or clusters for both proteins was counted (“observed” number). The “expected” number was computed by assuming independence. The approximately threefold observed/expected value was obtained by taking the mean observed/expected value across all gene expression bins. In Figure 5A, CLIP data for CELF1 were derived from muscle; data for MBNL1 were derived from myoblasts.

### Analysis of CELF1 and MBNL1 binding locations within 3′ UTRs

To precisely assess the distance between CELF1 and MBNL1 binding locations within 3′ UTRs, we searched for known CELF1 and MBNL1 binding motifs within each CLIP cluster for each protein (Fig. 5C–E; Supplemental Fig. S7A,B). The motifs were derived from Bind-n-Seq data (Lambert et al. 2014). For MBNL1, the motifs were GCTT, CGCT, TGCT, GCGC, CCGC, CTGC, GCTA, ACGC, CGCA, AGCT, TTGC, and CAGC. For CELF1, the motifs were TGTT, ATGT, TTGT, TGTC, GTGT, TGTA, GTTT, TGTG, GTCT, and TTTT. If none of these motifs was found within the cluster, the binding location was estimated to be the center of the CLIP cluster. The closest distance between each CELF1 and MBNL1 motif derived from its respective cluster was recorded and compared with randomly assigned clusters (Fig. 5C) or clusters whose identity was shuffled (Supplemental Fig. S7A). Tests for significant differences in Figure 5C and Supplemental Figure S7A were performed by modified KS test, where cumulative distributions were visually inspected to confirm a true shift in median values.

### Analysis of alternative 3′ UTR isoforms

The abundance of alternative 3′ UTR isoforms by MISO was performed in “multi-isoform” mode (Fig. 4B–E; Supplemental Fig. S6). However, analysis was restricted to those events with exactly two isoforms whose regulation is significant and monotonic (BF > 5, MZ > 1.6 for tandem UTRs, MZ > 1.5 for ALEs). To assess changes in gene expression, genes were binned by the number of CELF1 CLIP clusters in the “core” or “extension” regions (Fig. 4B) or in both ALEs (Fig. 4E), and the mean expression change following *CELF1* induction in each bin was compared to the mean expression change in the bin with zero CELF1 CLIP clusters. Significance was assessed by rank-sum test. To estimate the “potency” of each CLIP cluster, we used a linear model; for tandem UTRs, we considered a linear model in which log(expression change) is proportional to the number of core sites × potency of core site + number of extension sites × potency of extension × Ψ_extension_. For ALEs, we considered a model in which log(expression change) is proportional to the number of sites in ALE1 × potency × Ψ_ALE1_ + number of sites in ALE2 × potency × Ψ_ALE2_. In both cases, coefficients were estimated by least squares regression.

## Data access

The RNA-seq, CLIP-Seq, and RBNS sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under superseries accession number GSE61893.

## Supplementary Material

Supplemental Material

# Supplementary material for: Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins
**Source:** Genome Res. 2015 Jun;25(6):858–71. doi: 10.1101/gr.184390.114
**Supplement:** Supplemental Material

Antagonistic Regulation of mRNA Expression and Splicing by CELF and MBNL Proteins — Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins — Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins — Supplemental Material 

# Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins

## Supplemental Material

**Files in this Data Supplement:**

- Supp Material & Figures.pdf
- Supp Table S1.xlsx
- Supp Table S2.xlsx
- Supp Table S3.xlsx
- Supp Table S4.xlsx
- Supp Table S5.xlsx
- Supp Table S6.xlsx
- Supp Table S7.xlsx
- Supp Table S8.xlsx

# Supplementary material for: Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins
**Source:** Genome Res. 2015 Jun;25(6):858–71. doi: 10.1101/gr.184390.114
**Supplement:** Supplemental Material

## Extended Experimental Procedures

### CLIP-seq library preparation and sequencing

CLIP was performed using 254 nm UV irradiation as previously described (Wang et al. 2009), using heart tissue or muscle tissue of 16-week-old mice or cultured C2C12 mouse myoblasts. Tissue was ground to a powder using liquid nitrogen-cooled mortar and pestle prior to UV irradiation. The dry powder was placed into a 10 cm<sup>2</sup> tissue culture dish, sitting on ice, and crosslinked 3 x 400 mJ/cm<sup>2</sup>. In between each round of cross-linking, the dish was shaken from side to side, to redistribute the tissue powder and provide maximum opportunity for all tissue particles to be cross-linked. The tissue was then lysed in RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.1% sodium deoxycholate, 1% NP-40, 0.5% SDS). The lysate was treated with DNase and RNase I<sub>f</sub> (NEB) for 10 minutes at 37 degrees, with dilutions of 1:10,000 and 1:50,000 providing optimal RNA fragment lengths for downstream purification. Immunoprecipitation was performed using the 3B1 antibody clone against CELF1 (Millipore) and protein A beads (Invitrogen). The beads were washed twice with RIPA and twice with RIPA containing 1M NaCl. The 3' adapter was pre-adenylated with ImpA (Hafner et al. 2008) and ligated while the RNA-protein complexes were on beads using T4 RNA ligase (Rnl2 truncation) in the absence of ATP (NEB). The complexes were run on SDS-PAGE gel, transferred to nitrocellulose, and isolated from membrane as previously described (Wang et al. 2009). The protein was digested by proteinase K, and RNA was precipitated, and ligated to the 5' adapter using T4 RNA ligase (NEB). Dinucleotide barcode sequences were used at the 3' end of the 5' adapter, to allow for censoring of CLIP read PCR duplications. Ligated products were resolved by electrophoresis on TBE-urea polyacrylamide gels, isolated, and subjected to RT-PCR using Superscript III enzyme (Invitrogen) and Phusion polymerase (NEB). PCR primers contained indexes for sequence multiplexing, but for these experiments no samples were multiplexed. Adapter and primer sequences (5' to 3') were as follows:

|                    |                                                                   |
|--------------------|-------------------------------------------------------------------|
| 3' Adapter         | /5Phos/TGGAATTCTCGGGTGCCAAGG/3ddC/                                |
| 5' Adapter         | /5AmMC6/GTTCAGAGTTCTArCrArGrUrCrCrGrArCrGrArUrCrNrN               |
| RT primer          | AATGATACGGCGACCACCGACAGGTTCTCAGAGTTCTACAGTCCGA                    |
| Forward PCR primer | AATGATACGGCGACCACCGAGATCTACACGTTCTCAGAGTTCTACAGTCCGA              |
| Rev. PCR primer 1  | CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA   |
| Rev. PCR primer 2  | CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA   |
| Rev. PCR primer 3  | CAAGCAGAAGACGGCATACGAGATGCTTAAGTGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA |
| Rev. PCR primer 4  | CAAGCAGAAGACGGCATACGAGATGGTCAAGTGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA |

## RNA-seq and CLIP-seq read mapping, gene expression estimation

All read mapping was performed using Bowtie/Tophat (Langmead et al. 2009; Trapnell et al. 2009), mapping to mm9. Only uniquely mapping reads were used. CLIP reads were collapsed to remove identical sequences, adapter sequences were removed, and processed reads were then mapped separately for each CLIP read length. To estimate gene expression levels, the number of reads mapping to each kilobase of constitutive coding sequence of RefSeq/Locuslink genes was counted, and divided by the number of reads (in millions) mapping uniquely to non-ribosomal and non-mitochondrial sequence, to obtain RPKM values. For purposes of the analyses performed in Fig. 4E, gene expression values in the heart development time course were normalized as described (Robinson and Oshlack 2010), using parameters of  $M = 0.3$  and  $A = 0.2$ .

## Estimation of isoform frequencies, calculation of MZ score

MISO (version 0.4.8) was used to estimate isoform frequencies for splicing events and alternative 3' UTR events, using a minimum of 20 reads per event and parameters of burn\_in=500, lag=10, num\_iters=5000, and num\_chains=6. To identify splicing events that change monotonically over time, we ordered samples chronologically, and for each event compared all pairs of samples from different time points, tallying the number of comparisons representing significant increase or significant decrease in  $\Psi$  (at  $BF > 5$ ). We calculated a quantity called  $\delta$ , the number of significant positive  $\Delta\Psi$  values (increases over time) minus the number of significant negative  $\Delta\Psi$  values. To assess statistical significance, we recalculated  $\delta$  after randomly permuting the sample labels. Repeating this process 100 times, we generated a null distribution, and derived the

“monotonicity Z-score” ( $MZ = (\delta - \mu) / \sigma$ ), where  $\mu$  and  $\sigma$  are the mean and standard deviation of the null distribution, respectively.

### **Analysis of antagonistically regulated splicing events (Figs. 1G, 1H)**

Splicing events regulated in response to each perturbation (CELF over-expression, Mbnl1 KO, or heart development) were enumerated, and the number of events regulated among each pair of perturbations was counted (this was the “observed” overlap). To compute the “expected” overlap, we assumed independence, e.g. the fraction of events regulated in both perturbations equals the fraction of events regulated in the first perturbation multiplied by the fraction of events regulated in the second perturbation. Significance of the bias in direction of regulation (Figure 1h) was assessed by binomial test, assuming a null hypothesis frequency of 0.5.

### **Correlation of CLIP binding density across the transcriptome (Fig. 2B)**

CLIP read density was computed in 5 nt windows across 3' UTRs in the transcriptome for genes highly expressed in whole brain, heart, muscle, and C2C12 mouse myoblasts (>100 RPKM) exhibiting high CLIP coverage (>100 tags per UTR). Pearson correlation coefficients were computed for these densities between CLIP libraries performed in different samples and for different proteins.

### **Identification of CLIP clusters**

CLIP tags were first collapsed to remove redundant sequences, and trimmed of adapters. These sequences were mapped to genome and a database of splice junctions using Bowtie. To identify CLIP clusters lying within genic regions, gene boundaries were first defined using RefSeq, Ensembl, and UCSC tables. For each window of 30 nucleotides covered by at least one CLIP tag, a test was performed to assess CLIP density in the window exceeded that which is predicted by a simple Poisson model which accounts for gene expression and pre-mRNA length (Yeo et al. 2009).

### **CLIP cluster motif analysis (Fig. 2C, Fig. S3B)**

Pentamers occurring in CELF1 CLIP clusters from heart were counted and compared to those found in randomly selected clusters within the same 3' UTRs (Fig. 2C) or whole genes (Fig. S3B). This procedure was repeated 100 times to derive a Z-score for each motif, where the Z-score was defined as the number of standard deviations away from the mean. The 5 most highly enriched 5mers are highlighted.

### **Conservation analysis for cassette exons and 3' UTRs (Figs. 2D, 3B)**

Conservation (30-way phastCons, UCSC genome browser) of cassette exons with CLIP clusters within 1 kilobase of each splice site or within the exon itself was compared to a control set of cassette exons found in similarly expressed genes. Conservation (30-way phastCons) of 3' UTRs with CLIP clusters less than 1 kilobase upstream and less than 500 bases downstream of constitutive transcript ends was compared to a control set of 3' UTRs with similar length, in similarly expressed genes. For these analyses, CLIP clusters and gene expression values from heart were used.

### **Crosslink-induced substitution analysis (Figs. 2E, S3C)**

As in (Wang et al. 2012), p(CIS) was defined as the fraction of reads coverage a base supporting a base substitution differing from reference. Only positions with minimum read coverage above 10 were considered in this analysis. Information content of each base flanking frequently substituted cytosines was computed as  $2 - \sum_{[A,U,C,G]} f \log_2(f)$ , where  $f$  is the frequency of each base.

## Supplemental References

- Hafner M, Landgraf P, Ludwig J, Rice A, Ojo T, Lin C, Holoch D, Lim C, Tuschl T. 2008. Identification of microRNAs and other small regulatory RNAs using cDNA library sequencing. *Methods* **44**(1): 3-12.
- Langmead B, Trapnell C, Pop M, Salzberg SL. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**(3): R25.
- Robinson MD, Oshlack A. 2010. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol* **11**(3): R25.
- Trapnell C, Pachter L, Salzberg SL. 2009. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* **25**(9): 1105-1111.
- Wang ET, Cody NA, Jog S, Biancolella M, Wang TT, Treacy DJ, Luo S, Schroth GP, Housman DE, Reddy S et al. 2012. Transcriptome-wide regulation of pre-mRNA splicing and mRNA localization by muscleblind proteins. *Cell* **150**(4): 710-724.
- Wang Z, Tollervey J, Briese M, Turner D, Ule J. 2009. CLIP: construction of cDNA libraries for high-throughput sequencing from RNAs cross-linked to proteins in vivo. *Methods* **48**(3): 287-293.
- Yeo GW, Coufal NG, Liang TY, Peng GE, Fu XD, Gage FH. 2009. An RNA code for the FOX2 splicing regulator revealed by mapping RNA-protein interactions in stem cells. *Nat Struct Mol Biol* **16**(2): 130-137.

## Supplementary Table and Figure Summary

**Table S1. Mice used for RNA-seq.** Related to Figure 1. (Excel file)

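Table S1 lists each animal with its genotype, time point, body weight and heart weight, and for the CELF2 mice all entries note an active and healthy animal. Hearts of control mice weighed 102 ± 16.9 mg (SD, n = 3) and those at 7 d of CELF2 induction 133 ± 5.11 mg (SD, n = 3), by the paper's weights (exact test, p = 0.1, the smallest p that 3 mice against 3 allow). Body weight was 22.9 ± 4.61 g (SD, n = 3) in control mice, 22.5 ± 1.12 g (SD, n = 3) at 12 h and 27.8 ± 0.709 g (SD, n = 3) at 7 d. Heart to body weight ratios at 12 h, 24 h and 72 h were 4.41 ± 0.222, 4.37 ± 0.241 and 4.48 ± 0.131 mg/g (SD, n = 3 each). In the expression data of the same animals, Y-linked mRNA was present in 9 hearts and absent from the other 6, which were 2 control hearts, 3 hearts at 12 h and 1 heart at 24 h. The table does not give the sex of the animals.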

**Table S2. All splicing events detected in *CELF1* and *CELF2* OE time courses.**  
Related to Figure 1. (Excel file)

**Table S3. Splicing events regulated by both *CELF* and *Mbnl*, along with information about regulation during heart development.** Related to Figure 1. (Excel file)

**Table S4. Gene Ontology analysis of genes containing exons responsive to both *CELF1* OE and *Mbnl1* depletion.** Related to Figure 1. (Excel file)

**Table S5. Gene Ontology categories for genes with 3' UTR *CELF1* binding in heart, muscle, or C2C12.** Related to Figure 2. (Excel file)

**Table S6. Gene expression changes in response to *CELF* induction.** Related to Figure 3. (Excel file)

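Hearts at 12 h of CELF2 induction differed from control hearts, taken at 72 h of doxycycline, in genes of the circadian clock among others. Harvest times are not given in the sources used here, so time of day and CELF2 cannot be told apart. Of 20 tested clock genes, 2 were higher and 8 lower than in control hearts (2 and 13 adjusted over the list alone). Arntl, the activator also called Bmal1, rose from 0.623 ± 0.179 to 6.45 ± 0.706 RPKM (SD, n = 3 each), a log2 change of 2.64 (standard error 0.19, adjusted p = 9.26e-06 from limma). Nfil3, a repressor of the clock output genes, rose by 0.85 on the log2 scale. The repressors Per2 (log2 change -2.16) and Per3 (-1.75) and the output transcription factors Dbp (-2.24), Tef (-1.43) and Hlf (-1.06) fell. For the list, camera gave an adjusted p = 9.42e-09 (adjusted p = 0.115 with an estimated correlation). At 24 h, Per2 was at 10.0 ± 2.35 RPKM and Arntl at 0.943 ± 0.482 RPKM (SD, n = 3 each). Compared directly, 24 h hearts had 7 clock genes higher and 1 lower than 12 h hearts (12 and 1 adjusted over the list alone), with log2 changes of 2.51 for Per2 and -2.31 for Arntl and a camera adjusted p = 4.48e-15 (adjusted p = 0.037 with an estimated correlation).

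Outside the clock list, Spon2, a secreted matrix protein gene, rose from 0.807 ± 0.217 to 5.75 ± 0.370 RPKM at 12 h (SD, n = 3 each), a log2 change of 2.27. At 24 h Spon2 was at 0.497 ± 0.085 RPKM (SD, n = 3), a log2 change of -2.65 from 12 h. Whether time of day contributes to these changes was not tested. Ackr4, an atypical chemokine receptor gene, fell at 12 h (log2 change -1.54). In all, 11 genes, Celf2 itself included, were higher and 30 lower at 12 h among the 10557 tested. With the run as a covariate, 117 were higher and 655 lower, and with median-ratio scaling 22 and 33. Leaving out the 12 h heart A6742 raised the count from 41 to 180, while it was 9 without the control A6743, 13 without the control A6747, 10 without A6740 and 17 without A6741.

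At 24 h, 4 genes, Celf2 itself included, were higher and 6 lower. Cyp26b1, which encodes a retinoic acid hydroxylase, rose from 1.23 ± 0.551 to 8.60 ± 1.17 RPKM (SD, n = 3 each), a log2 change of 2.44 (adjusted p = 0.0337). Among 25 tested interferon response genes 3 were lower and 0 higher (23 and 0 adjusted over the list alone), Ifit3 (log2 change -1.14), Oasl2 (-1.33) and Rtp4 (-1.25). Their camera adjusted p was 5.66e-22 (adjusted p = 0.2 with an estimated correlation). Of 16 macrophage markers, 0 were called, with a median log2 change of -0.23 (camera adjusted p = 0.0519, and adjusted p = 0.741 with an estimated correlation). Col3a1, a fibrillar collagen gene, fell by 1.02 on the log2 scale. Without any single control or 24 h heart 1 gene passed in all. With Y-linked mRNA as a covariate 1 gene passed, and it was among the 4 higher genes. Run as a covariate gave 58 higher and 268 lower genes, and median-ratio scaling 6 and 4.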

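At 72 h of CELF2 induction, 25 genes, Celf2 itself included, were higher and 38 lower than in control hearts. Celf1, the paralog of the induced gene, fell from 23.8 ± 1.03 to 8.92 ± 2.31 RPKM (SD, n = 3 each), a log2 change of -1.40 (standard error 0.21, adjusted p = 0.0115 from limma). It lies on chromosome 2 of mm9 from 90780539 to 90859654 on the plus strand. Xpo6, which encodes the nuclear exporter of actin, fell from 14.4 ± 2.21 to 6.16 ± 0.269 RPKM (SD, n = 3 each; log2 change -1.16, adjusted p = 0.00053). Cfd and Car3, genes typical of adipocytes, fell by 1.49 and 1.22 on the log2 scale. Nppb had a log2 change of 1.11 at this time. Of 25 interferon response genes, 3 were lower and 0 higher (17 and 0 adjusted over the list alone), with a camera adjusted p = 5.66e-16 (adjusted p = 0.407 with an estimated correlation). Of 16 macrophage markers, 0 were called, with a median log2 change of -0.20 (camera adjusted p = 0.0347, and adjusted p = 0.813 with an estimated correlation). With the run as a covariate Celf1 (log2 change -1.40, adjusted p = 0.00281) and Xpo6 (-1.24, adjusted p = 0.00118) kept their calls. With Y-linked mRNA as a covariate, when 6 genes passed in all, Celf1 (log2 change -1.38), Cfd (-1.33), Car3 (-0.95) and Nppb (0.99) lost theirs. Xpo6 kept its call there (log2 change -0.96, adjusted p = 0.00969), but with run and Y-linked mRNA together both Celf1 (-1.60) and Xpo6 (-0.91) lost theirs (adjusted p = 0.126 each), and so they did in a fit of these groups alone, where the log2 changes stayed at -1.40 and -1.16 (adjusted p = 0.0944 each). Celf1 also missed the threshold without the control A6743 (adjusted p = 0.0673) or the control A6897 (adjusted p = 0.0523). Run as a covariate gave 132 higher and 363 lower genes and median-ratio scaling 50 and 35. With run and Y-linked mRNA together 1 gene passed in all, and in a fit of these groups alone 1 did, each among the 25 higher genes. The count was 269 without the heart A6750, 4 without A6743, 22 without A6747, 7 without A6897, 6 without A6834 and 14 without A6835.

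At 7 d, 616 genes, Celf2 itself included, were higher and 439 lower, and 131 of these 1055 had changed at least 2-fold. Nmrk2, a nicotinamide riboside kinase gene, rose from 7.72 ± 3.17 to 97.8 ± 21.1 RPKM (SD, n = 3 each), a log2 change of 3.64 (adjusted p = 2.7e-06). Its exons overlap those of a noncoding transcript on the opposite strand. Further large increases were those of Ccdc63 (log2 change 1.97), Scgb1c1 (1.85), Tnfrsf12a, the receptor for the cytokine TWEAK (1.76), and Colq, which anchors acetylcholinesterase (1.75). Among the largest decreases were Fam107a (log2 change -2.34), Amy1 (-1.68), Itgb6 (-1.67), Gsta3 (-1.65) and Pkd2l2 (-1.65). Between 12 h and 7 d of induction, 1241 genes rose and 410 fell while the median log2 change of all tested genes was 0.13, and among those that fell were Pdk4, a kinase that inhibits glucose oxidation (log2 change -2.28), and Fos (-2.18). Groups did not overlap for 31.7% of the genes tested at 7 d against control, where chance gives 10% if the run has no effect. Of these groups, only the control hearts included run B and only the 7 d hearts run C. How much of the excess goes with the run was not tested.

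Run as a covariate gave 540 higher and 796 lower genes at 7 d, upper-quartile scaling 607 and 669, and Y-linked mRNA as a covariate 241 and 172. The run and Y-linked mRNA together gave 71 higher and 92 lower genes at 7 d. The count at 7 d was 563 without the control A6743, 659 without the control A6897, 529 without A6836 and 636 without A6837. From 12 h to 7 d, median-ratio scaling gave 758 higher and 791 lower genes, the run and Y-linked mRNA together 34 and 41, and Y-linked mRNA as a covariate 158 and 85. Y-linked mRNA was absent from all 12 h hearts and present in all 7 d hearts, so this comparison and that covariate cannot be told apart among these 6 hearts.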

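Members of several gene lists were higher or lower at 7 d of CELF2 induction in heart, while none of the lists named here passed camera with an estimated correlation. Of 20 clock genes, 3 were higher and 10 lower than in control hearts (3 and 12 adjusted over the list alone). Arntl (log2 change 2.32) was among those that rose, and Per1 (-2.22), Ciart (-2.02), Per2 (-1.48) and Per3 (-0.95) among those that fell. Of 16 genes known as glucocorticoid targets, 8 fell and 0 rose (11 and 0 adjusted over the list alone). Among those that fell were Tsc22d3, which encodes the protein GILZ (log2 change -1.35), the kinase gene Sgk1 (-0.97) and the zinc finger gene Zbtb16 (-1.04). Mean Zbtb16 was 19.72 RPKM in control hearts, 6.77 at 12 h and 23.35 at 24 h. Pdk4, also of this list, went the other way, with 70.2, 195 and 124.7 RPKM. Pdk4 is in the fasting and PPAR alpha list too, so the lists are not independent. Whether time of day contributes to these changes was not tested. Of 25 interferon response genes, 9 fell and 0 rose (18 lower and 1 higher adjusted over the list alone), including Ifit1 (log2 change -1.14), B2m, the light chain of class I histocompatibility complexes (-1.13), Irf9 (-0.97) and Usp18 (-0.87).

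Camera gave an adjusted p = 0.000262 for the clock list, 1.18e-07 for glucocorticoid targets and 5.77e-10 for the interferon list (adjusted p = 0.379, adjusted p = 0.379 and adjusted p = 0.463 with an estimated correlation). Of 16 heat shock protein genes, 3 fell and 0 rose (5 and 0 adjusted over the list alone), namely the co-chaperones Dnajb1 (log2 change -1.20) and Hsph1 (-0.63) and the small heat shock protein Cryab (-0.36). Among 13 fasting and PPAR alpha targets, 4 fell and 1 rose, the former including Ucp3 (log2 change -1.31), Plin2 (-0.72) and Acot1 (-0.53) and the latter being Cidea (0.33) (8 lower and 2 higher adjusted over the list alone). Camera gave an adjusted p = 0.000131 for the heat shock list and 0.00096 for the PPAR alpha list (adjusted p = 0.379 and adjusted p = 0.483 with an estimated correlation).

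Contractile genes went both ways. Of 31 sarcomere genes, 5 rose and 5 fell (6 and 9 adjusted over the list alone). Tpm2, a beta-tropomyosin gene (log2 change 1.45), the cardiac alpha-actin gene Actc1 (0.63), Csrp3 (0.58) and Mybpc3 (0.43) rose, and Myoz2 (-0.34) and the cardiac troponin C gene Tnnc1 (-0.34) fell. Of 35 genes of ion channels and calcium handling, 4 rose and 1 fell (6 and 1 adjusted over the list alone), the former including Atp1b1, a subunit of the sodium pump (log2 change 0.86), Kcnj5 (0.77) and Gja1, the gap junction protein connexin 43 (0.69), and the latter Pln, the inhibitor of the calcium pump (-0.41). Among 13 tested cell cycle genes, Ccna2 (log2 change 1.22), Cdk1 (1.18) and Cdc20 (0.88) rose and 0 fell (9 and 0 adjusted over the list alone; camera adjusted p = 0.000352, and adjusted p = 0.463 with an estimated correlation). Calls of Ccna2, Cdk1, Cdc20, Ucp3, Cidea, Myoz2 and Gja1 ended with Y-linked mRNA as a covariate, and with the run as a covariate those of Cdk1, Cidea and Pln did. A call can end through a larger standard error with about the same change, so these lost calls alone do not show smaller changes.

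**Figure D2:**
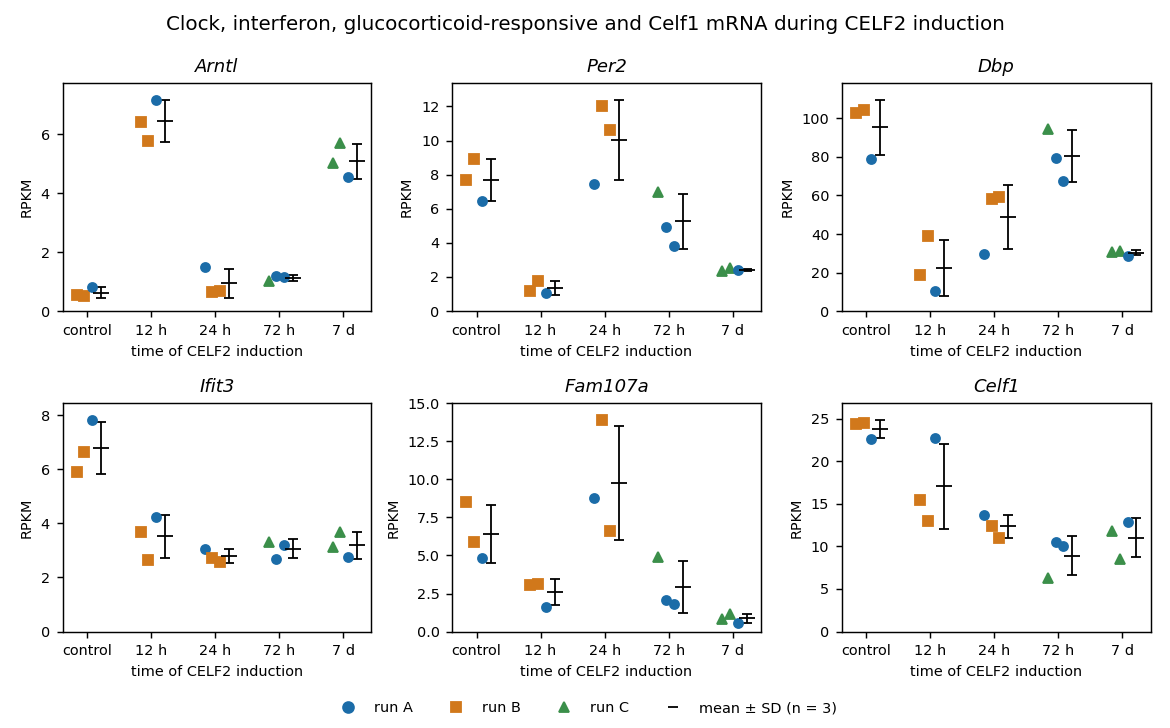
RPKM of Arntl, Per2, Dbp, Ifit3, Fam107a and Celf1 (vertical axis) in each of 15 hearts by time of CELF2 induction (horizontal axis). Points are hearts, with symbols for runs A, B and C, and bars are the mean ± SD of 3 hearts. Mean Arntl is 6.45 RPKM at 12 h, 0.943 RPKM at 24 h and 5.09 RPKM at 7 d, while Per2 is at 1.35 RPKM, 10.0 RPKM and 2.41 RPKM.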

**Table S7. *CELF1* and *MBNL1* CLIP cluster locations within 3' UTRs.** Related to Figure 5 (Excel file)

**Table S8. Gene Ontology categories for genes with 3' UTR *CELF1* binding in muscle and 3' UTR *MBNL1* binding in C2C12 myoblasts.** Related to Figure 5. (Excel file)

**Figure S1. Gene expression levels as estimated by RNA-seq, for genes induced during *CELF1* or *CELF2* time courses.** Related to Figure 1.

**Figure S2. Method for determining monotonicity of splicing regulation.** Related to Experimental Procedures and Figure 1.

**Figure S3. *CELF1* CLIP-seq in heart, muscle, and myoblasts.** Related to Figure 2.

**Figure S4. *CELF1* binding is moderately associated with splicing regulation.**  
Related to Figure 2.

**Figure S5. *CELF1* induction in heart leads to de-repression of miRNA targets.**  
Related to Figure 3.

**Figure S6. Alternative last exon abundance as a function of the difference in number of *CELF1* CLIP clusters between each 3' UTR.** Related to Figure 4.

**Figure S7. CELF1 and MBNL1 binding sites are closer than expected.** Related to Figure 5.

**Figure S8. MBNL1 presence does not affect in vitro binding of CELF1 to RNA.** Related to Figure 5.

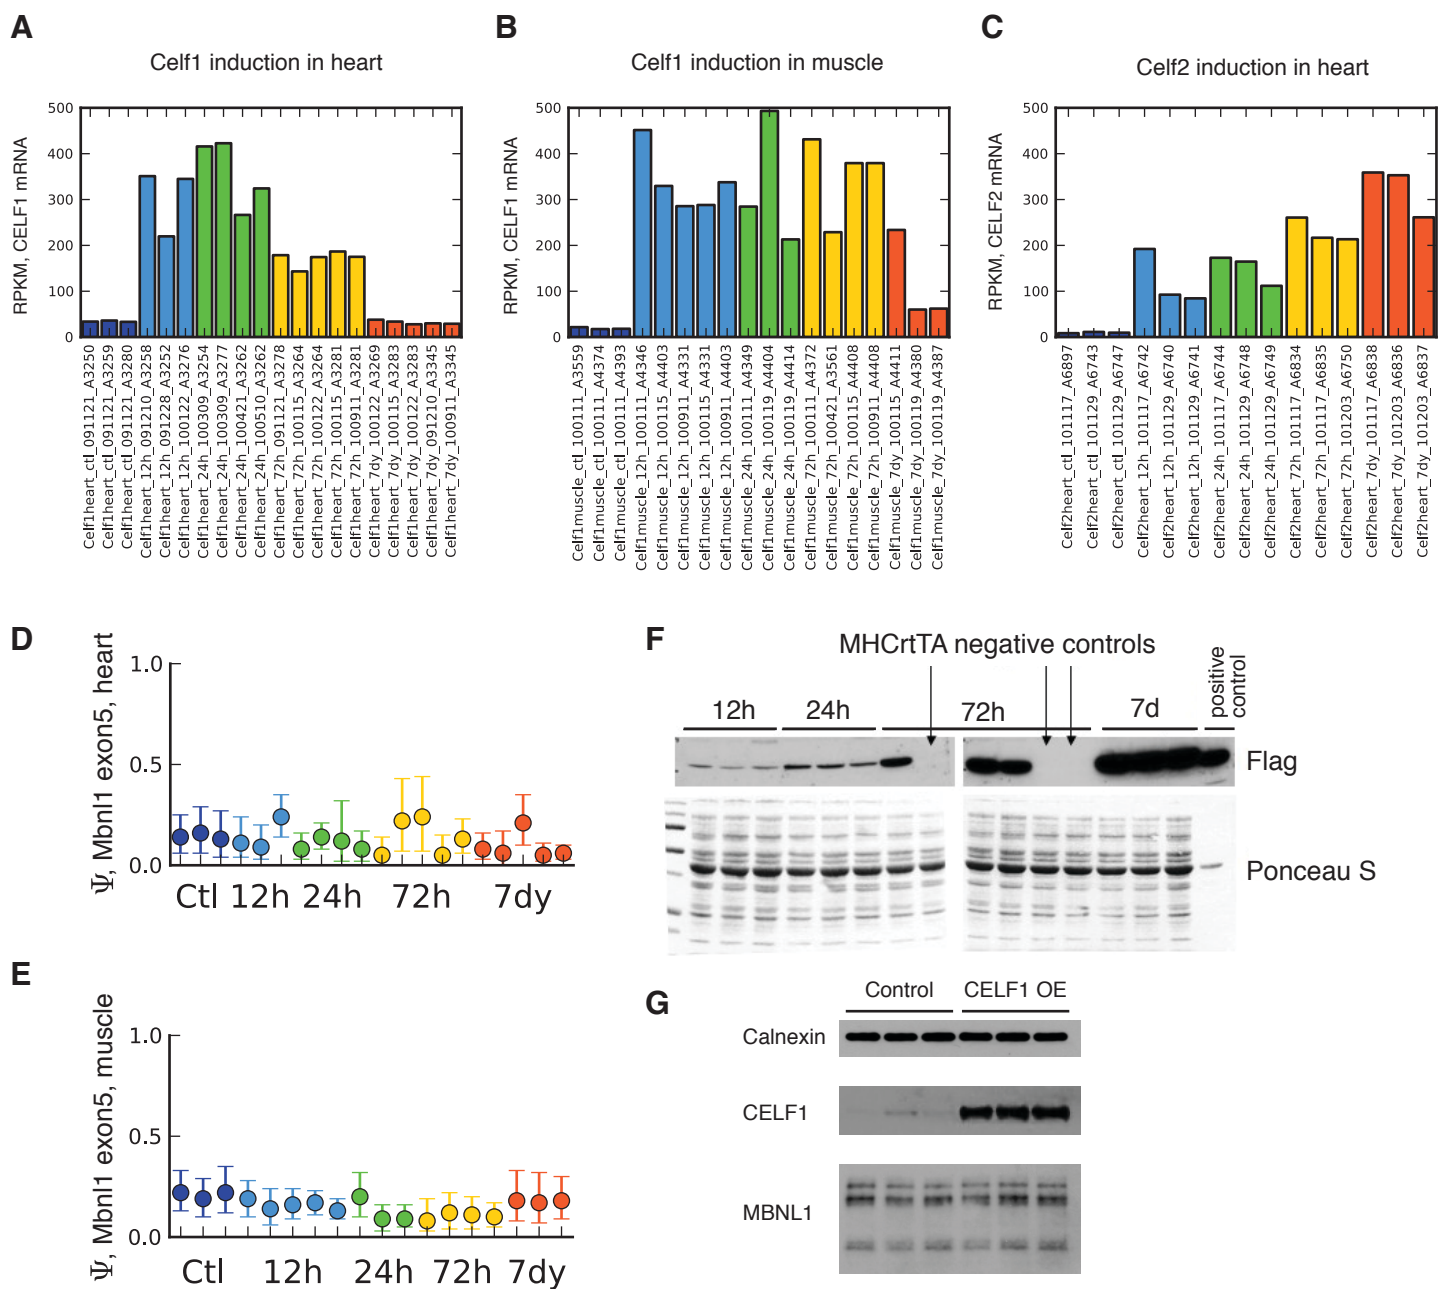

**Figure S1. Gene expression levels as estimated by RNA-seq, for genes induced during *CELF1* or *CELF2* time courses.** A) *CELF1* mRNA expression in heart, at various time points following *CELF1* induction in heart. B) *CELF1* mRNA expression in muscle, at various time points following *CELF1* induction in muscle. C) *CELF2* mRNA expression in heart, at various time points following *CELF2* induction in heart. D) *Mbn1* exon 5  $\Psi$ , at various time points following *CELF1* induction in heart. E) *Mbn1* exon 5  $\Psi$ , at various time points following *CELF1* induction in muscle. F) *CELF2*-Flag fusion protein expression by Western (HRP-conjugated anti-Flag antibody, Sigma A8592), and total protein stain by Ponceau S for each heart sample. 90 ug of total protein from the apex of each heart was loaded. G) *CELF1* (mouse monoclonal 3B1 anti-*CELF1* antibody, Millipore) and *MBNL1* (mouse monoclonal MB1a 4A8 anti-*MBNL1* antibody, Glenn Morris - CIND) protein expression by Western analysis, with Calnexin loading control (rabbit polyclonal anti-Calnexin antibody, Abcam ab22595) in response to *CELF1* over-expression in C2C12 myoblasts. *MBNL1* protein levels remain unperturbed following *CELF1* OE.

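Single hearts of the CELF2 time course differed most at 12 h, where Celf2 mRNA stood at 192 RPKM in the heart of run A and at 92.5 and 84.5 RPKM in those of run B. Control hearts had 8.54 RPKM in run A and 11.3 and 9.64 RPKM in run B. At 24 h the run A heart had 173 RPKM and the run B hearts 165 and 112 RPKM. Both 72 h hearts of run A (261 and 217 RPKM) and the 72 h heart of run C (213 RPKM) were above every 24 h heart. Hearts at 7 d had 359 RPKM in run A and 353 and 261 RPKM in run C, so the lowest 7 d heart stood close to the highest 72 h heart. From 12 h to 7 d the log2 change was 1.48 (standard error 0.26, adjusted p = 0.00186 from limma), and from 12 h to 24 h it was 0.36 and did not pass the test (adjusted p = 0.999). The smallest ratio of an induced heart to the highest control heart was 7.5 at 12 h, 9.93 at 24 h, 18.9 at 72 h and 23.2 at 7 d.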

**A**

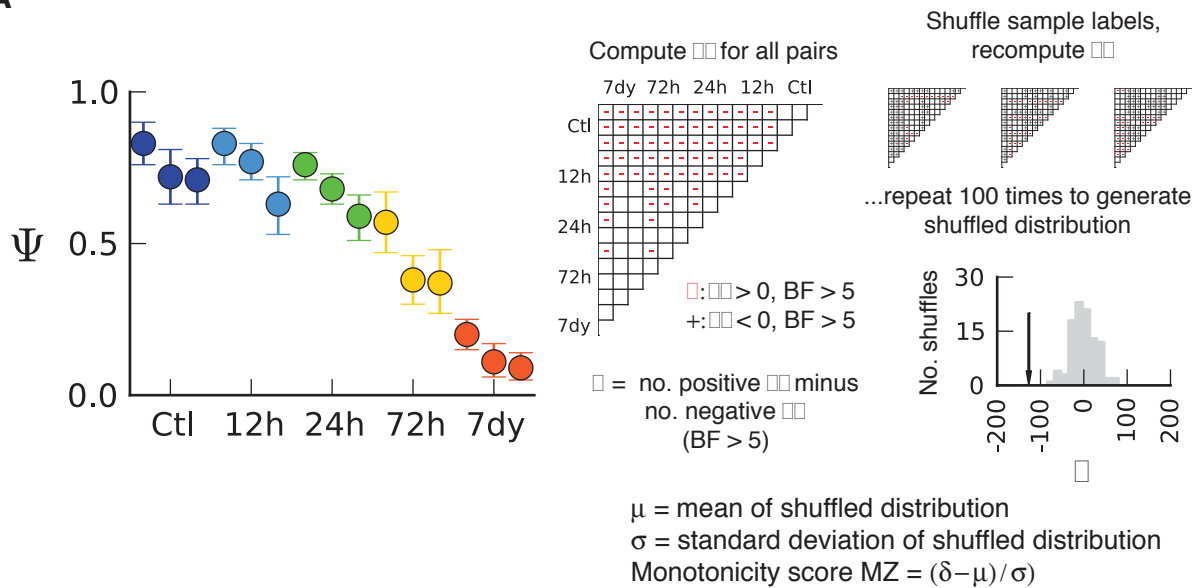

**B**

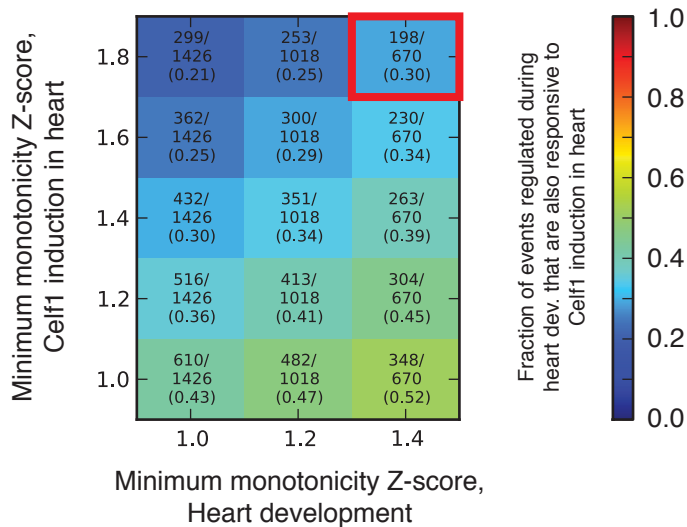

**Figure S2. Method for determining monotonicity of splicing regulation.** A) Method for determining monotonicity Z-score (MZ) of splicing changes. B) The number of splicing events regulated during heart development that are also responsive to *CELF1* induction were counted, at various MZ thresholds. The fraction of events at each threshold is also listed and represented by color in the heatmap. The combination of MZ thresholds used to create the scatter plot shown in Figure 1e is boxed in red.

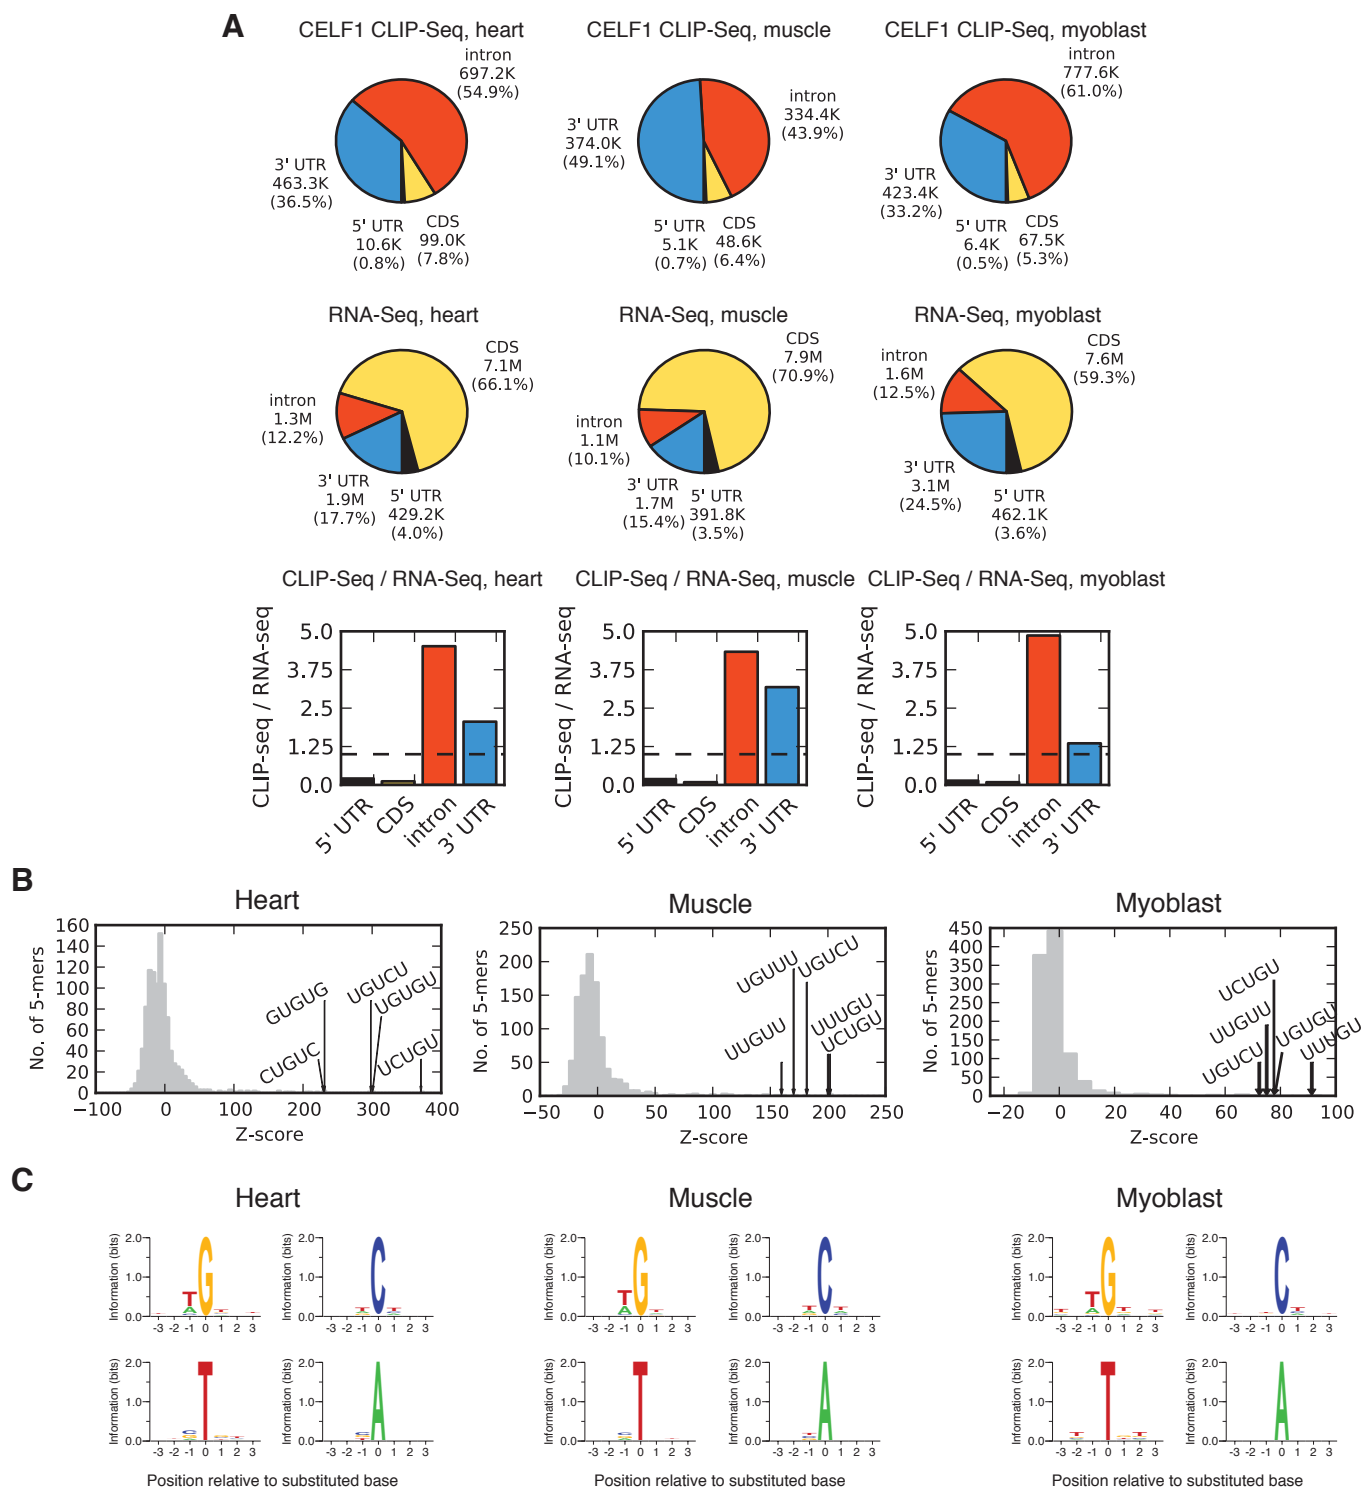

**Figure S3. CELFI CLIP-seq in heart, muscle, and myoblasts.** A) The proportion of reads mapping to 5' UTRs, coding sequence, introns, and 3' UTRs is shown as pie charts for CLIP-seq and RNA-seq from heart, muscle, and myoblasts. The ratio between these values is shown as bar plots, illustrating enrichment for introns and 3' UTRs in CLIP reads relative to RNA-seq reads. B) Motif enrichment Z-scores for all pentamers occurring in CELFI CLIP-seq clusters, relative to randomly selected genic regions, are shown for CELFI CLIP clusters identified in heart, muscle, and myoblasts. C) Information content of nucleotides adjacent to sites with >30% crosslink-induced substitutions is illustrated.

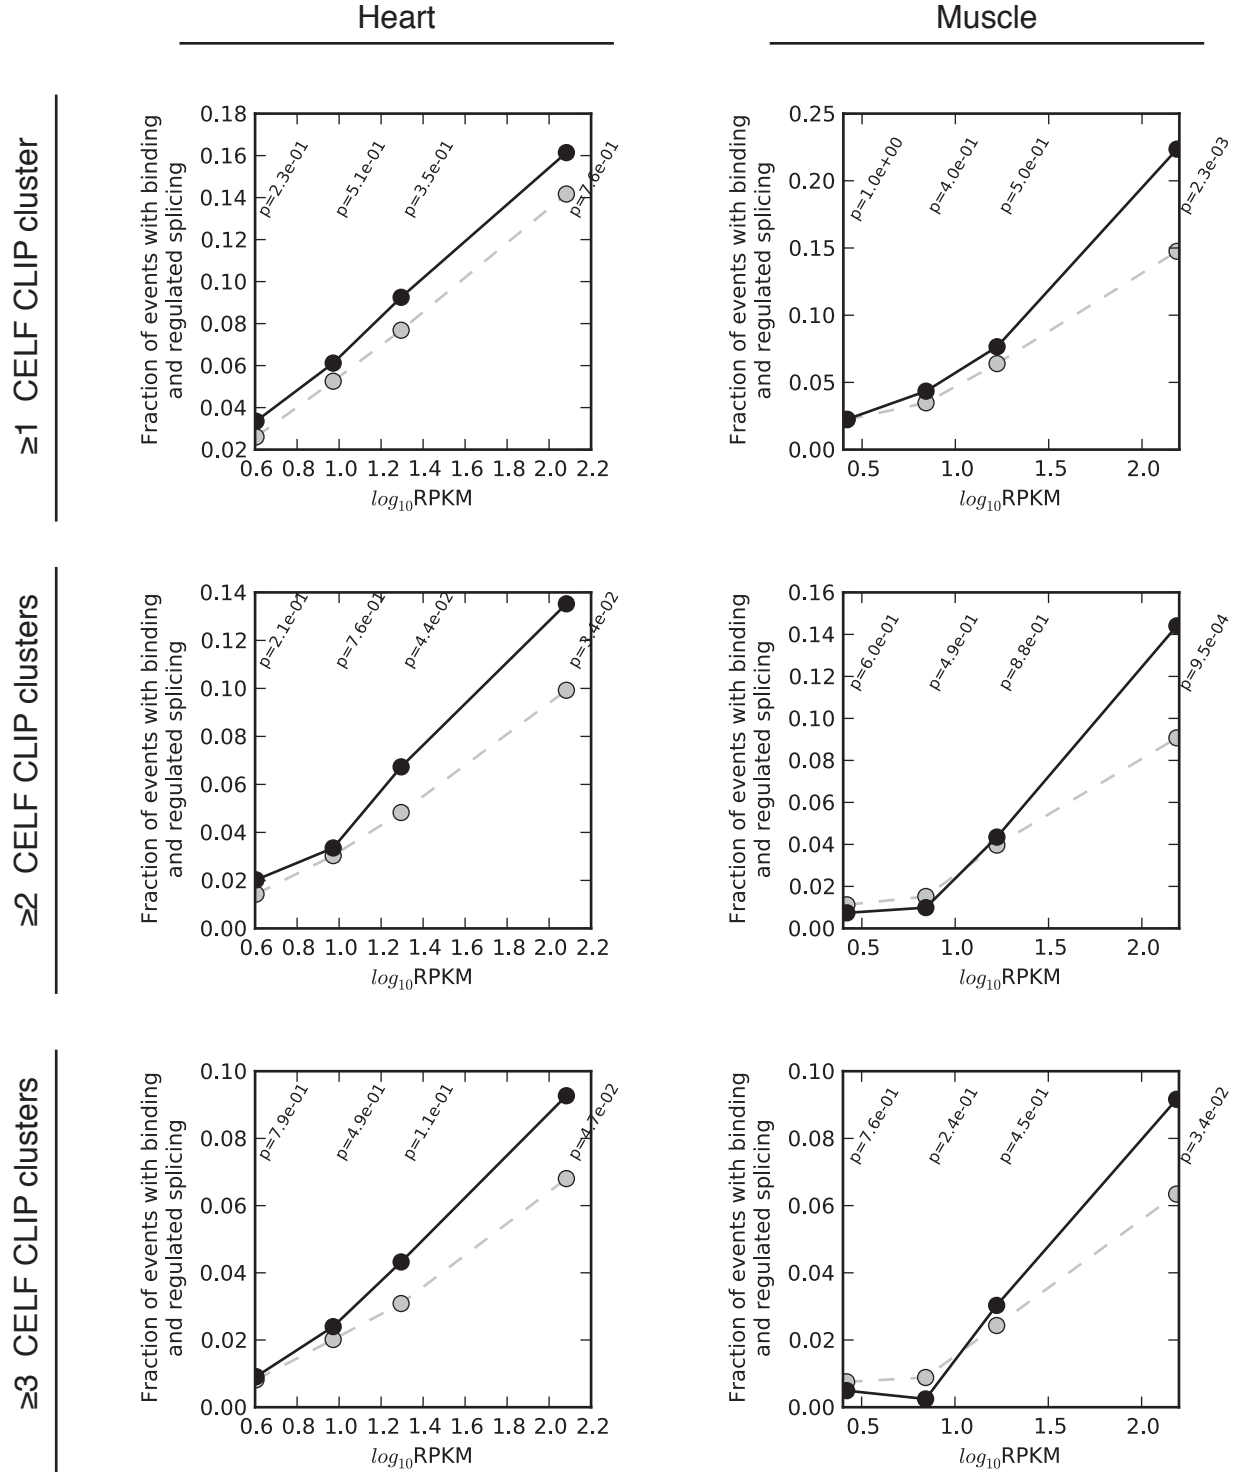

**Figure S4. CELF1 binding is moderately associated with splicing regulation.** Splicing events were binned by gene expression level (RPKM), and the observed fraction of splicing events with both binding and splicing regulation was plotted in black dots. Splicing regulation was defined using a minimum MZ of 2, and binding between 1 kb upstream of the 3' splice site and 1 kb downstream of the 5' splice site was counted. The expected fraction of events with both binding and regulation was estimated by assuming independence, and plotted in gray dots. A Fisher's exact test was performed to assess whether the observed fractions were different than expected, at each gene expression level bin. The analysis was performed separately in heart and muscle, for splicing events with at least 1, 2, or 3 CELF1 CLIP clusters. There was a modest (~10-40%) enrichment for splicing regulation of bound splicing events.

**A**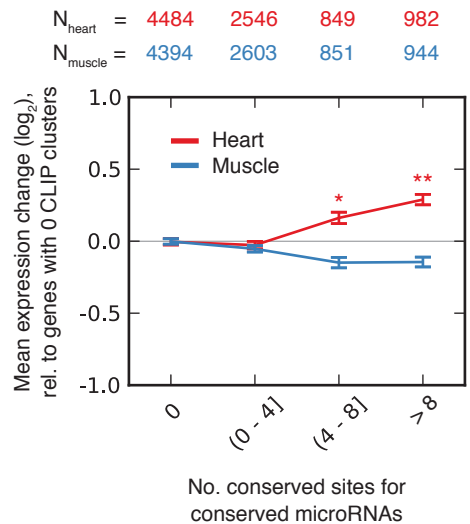

\* $p < 1e-4$ , \*\* $p < 1e-10$  relative to second bin

**B**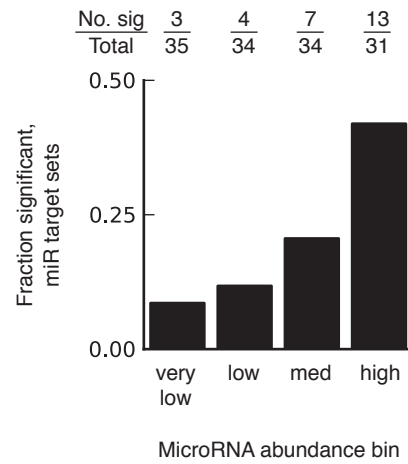

**Figure S5. *CELFI* induction in heart leads to de-repression of microRNA targets.** A) Mean log expression change following *CELFI* induction (7 d over control) for transcripts grouped by number of number of conserved target sites to conserved miRNAs in their 3' UTRs. Transcripts with greater numbers of conserved miRNA seed matches are de-repressed in heart but not in muscle. Significance was assessed by rank-sum test, where each microRNA seed bin was compared to the zero microRNA seed bin. B) The expression changes of miRNA target gene sets was analyzed, and the number of sets with significant derepression ( $P < 1e-4$  by rank-sum test) is listed above for each of four cohorts of miRNAs, grouped by miRNA abundance in heart, from lowest to highest. Target sets corresponding to highly expressed miRNAs are more often derepressed.

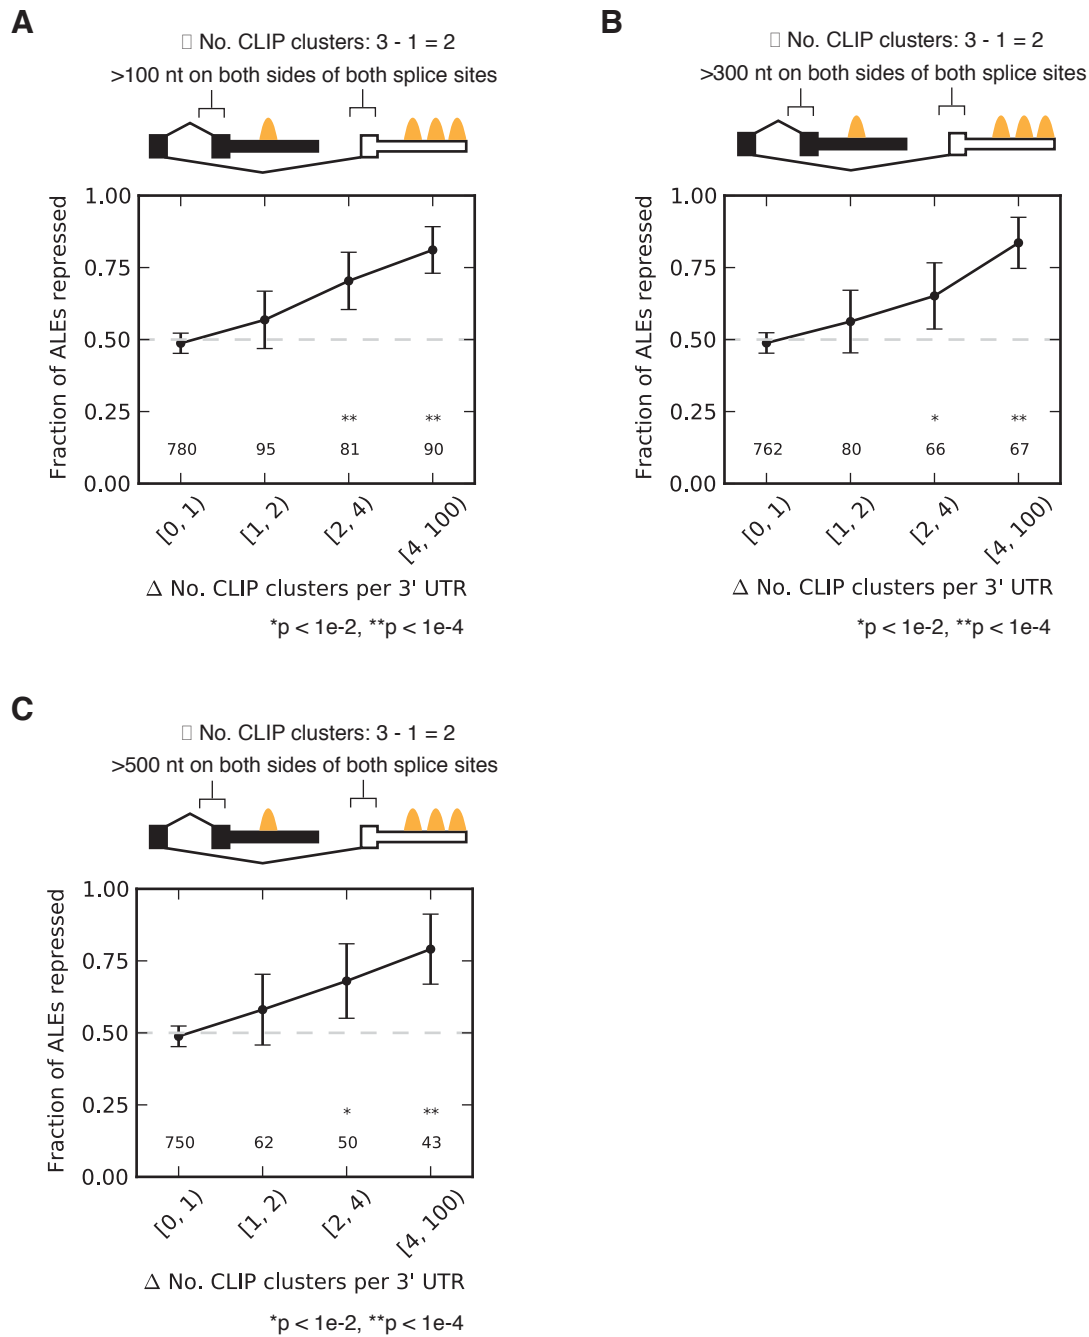

**Figure S6. Alternative last exon abundance as a function of difference in number of CELF1 CLIP clusters between each 3' UTR.** The fraction of ALEs that are significantly repressed following *CELF1* over-expression ( $MZ > 1.5$ ), grouped by density in repressed 3' UTR minus density in enhanced 3' UTR. Analyses were performed using UTR pairs in which CELF1 binding is at least 100 nt (**A**), 300 nt (**B**), or 500 nt (**C**) away from both 3' splice sites of both alternative last exons.

**A**

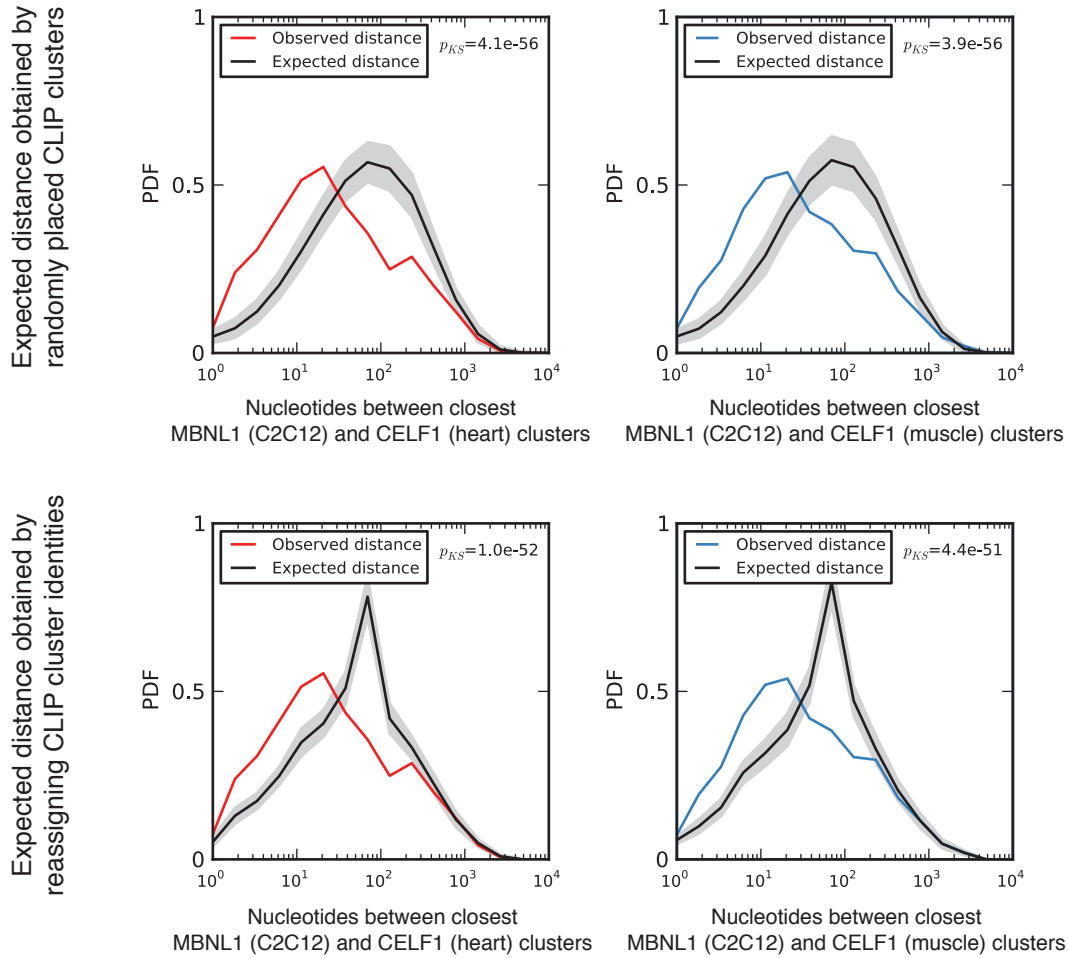

**B**

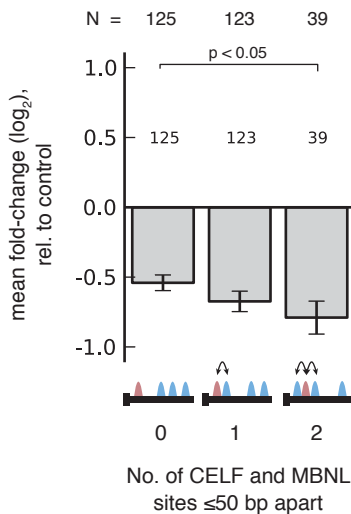

**Figure S7. CELF1 and MBNL1 binding sites are closer than expected.** A) The distribution of observed and expected distances between the centers of CELF1 and MBNL1 CLIP clusters. Plots on the left were generated using CELF1 CLIP clusters from heart, and on the right, CELF1 CLIP clusters from muscle. All MBNL1 CLIP clusters were derived from myoblasts. Expected distances for plots in the top row were computed by reassigning the clusters to random locations within 3' UTRs. For plots on the bottom, expected distances were computed by keeping the clusters in the same location, but randomly reassigning clusters as being bound by CELF1 or MBNL1. B) Expression change following CELF1 induction in muscle (7 d versus control) for genes with 1 MBNL1 CLIP cluster and more than 1 CELF1 CLIP cluster, grouped by the number of CELF1 sites < 50 nt away from the MBNL1 site and normalized to genes with no CELF1 sites < 50 nt away from the Mbnl1 site.

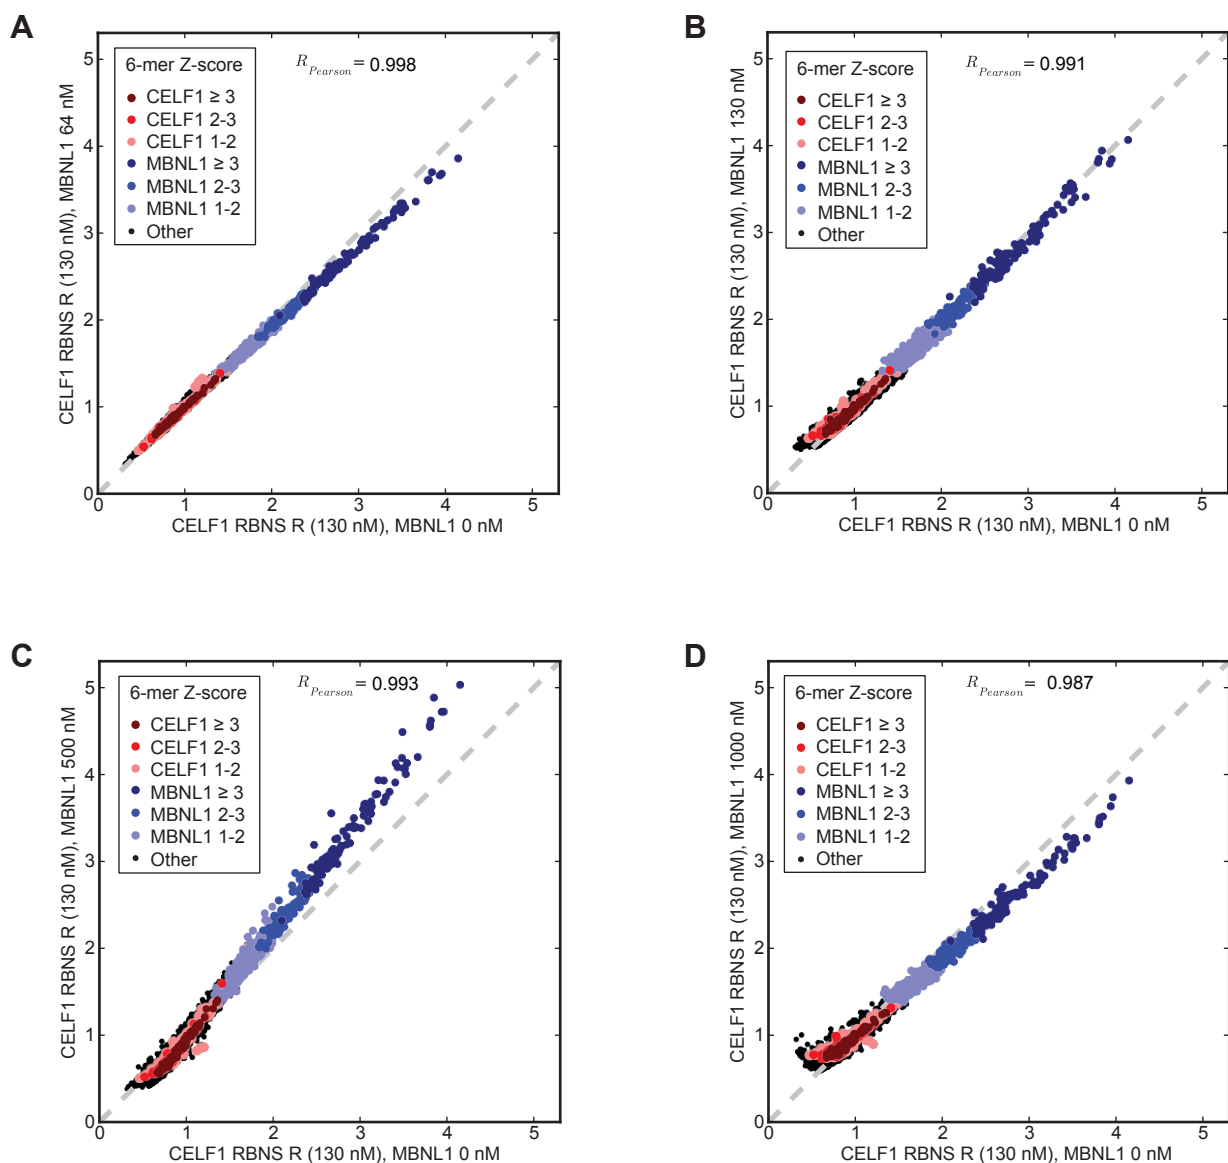

**Figure S8. MBNL1 presence does not affect in vitro binding of CELF1 to RNA.** 130 nM tagged CELF1 and various concentrations of MBNL1 were equilibrated in vitro with random RNA 40mers in an RNA Bind-n-Seq experiment. The tagged CELF1 was pulled-down and bound 40mers were eluted and sequenced. RBNS R was calculated as the frequency of the 6mer in the pulldown/input libraries, and all 6mers were classified as weak, medium, or strong (RBNS R Z-score of 1-2, 2-3, or  $\geq 3$ , respectively) CELF1 or MBNL1 6mers, or none of the above (“Other”) using the data from Lambert et al. 2014. The x-axis of all panels shows RBNS R values of 130 nM CELF1 incubated with no MBNL1, and the y-axis shows RNBS R values of 130 CELF1 incubated with the following concentrations of MBNL1: 64 nM (A), 130 nM (B), 250 nM (main text Fig. 5F), 500 nM (C), or 1000 nM (D).

How the deposited data were processed for this re-analysis (not part of the article)

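Gene expression was measured by strand-specific RNA-seq of poly(A)+ RNA from 15 mouse ventricles, 3 control hearts and 3 hearts at each of 12 h, 24 h, 72 h and 7 d of CELF2 induction by doxycycline. Other experiments of the paper (CELF1 induction in heart and muscle, CLIP-seq, isoform frequencies) were not analysed here.

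The authors mapped reads to mm9 and deposited RPKM values, the number of reads per kilobase of constitutive coding sequence of RefSeq genes scaled by the number of uniquely mapping nonribosomal, nonmitochondrial reads. The submitters' processing notes name Bowtie, TopHat and mm9 without versions. The deposited table holds 16199 genes by Entrez identifier, of which 16146 matched a current NCBI gene record (GRCm38.p6, used for names alone), and 68 have no symbol in the table. No column of per-heart values was left unused. Values carry 2 decimals and 10.8% of them are 0. Read totals are not part of the table and 3475 genes have a value between 0 and 0.05 in at least 1 heart, so library depth could not be recovered from steps between low values. Precision is therefore described by the spread between hearts. No pair of libraries held identical values.

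Conditions came from the titles, genotypes and time points in the sample labels and from Supplemental Table S1, joined by animal number. The labels of the 12 induced hearts also mention a Celf1 cassette, and the design text of the series describes Celf1 induction in muscle, both at odds with these sources and not used. The run letter came from the code in the sample titles. Replicates are separate animals, and no replicate numbers link the groups.

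For each comparison, limma (version 3.58.1, R 4.3.3) was fitted with a mean-variance trend to log2(RPKM + 0.5) of the 10557 genes with a mean of at least 1 RPKM over the 15 hearts. All 5 groups entered a single fit, since 3 hearts per group give a poor estimate of the spread. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The 7 comparisons were each time point against control, 7 d against 12 h, 24 h against 12 h, and a linear trend over the order of the groups, coded from 0 for control to 4 for 7 d. For the trend, 478 genes had a positive and 370 a negative slope. With the run as a covariate these numbers were 53 and 159, and over induced hearts alone 1168 and 378. On simulated data for the comparison of 7 d with control over 10557 genes, the fit found 33.7% of genes changed 1.5-fold. It found 82.5% of those changed 2-fold and 98.8% of those changed 4-fold, with 5.42% false calls. The share of false calls in the hearts themselves, where run and time overlap, was not measured.

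The list tests cover 33 gene lists (pathways, cell type markers, genes the study names and the genes of Supplemental Table S3), which were fixed together with the comparisons, the rule for named genes and most alternatives before the data were examined. Lists were tested with camera at an inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the lists with at least 2 tested genes, and members were counted from the per-gene test. Genes are named where the study names them, where they are among the 10 largest increases or decreases at 7 d or the 5 largest in another comparison among called genes whose groups do not overlap, or where they are among the 4 members of a list with the smallest adjusted p or move against the rest of the list. Other members of called lists named in the text were chosen after their values were seen. Values of 3 genes that the rule or a list would name are not reported here, and they still count in the totals of genes, lists and alternatives.

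Celf2 was compared between groups by ratios of mean RPKM with exact two-sided permutation tests, and its trend by Spearman and Pearson correlations with 100000 resamples over all hearts and exact tests within runs (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Heart and body weights were read from Supplemental Table S1. Gene positions are those of the mm9 annotation.

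The alternatives were other pseudocounts (0.1 and 1), no filter or a minimum mean of 5 RPKM, median-ratio, upper-quartile or quantile scaling between hearts, the run as a covariate, a fit of the compared groups alone, library quality weights, the trend over log2 of days or over induced hearts alone, and leaving out each heart in turn. The level of Y-linked mRNA as a covariate, alone or with the run, and gene-by-gene library weights were added after the data were seen. Supplemental Tables S2, S6 and S7 were held only in part and were not tested against.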

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

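Tests of the run, of atrial markers, of the time of day and of the Celf2 level were chosen after the results they bear on were seen, while the other splits of the hearts were written before. Y-linked mRNA was chosen as a covariate after its levels were seen, and what its tests should show was written before they were run.

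The text of the paper does not discuss cardiac stress genes in the CELF2 hearts, and 5 of 18 were higher at 7 d, led by Nppb with a log2 change of 3.31. With the run as a covariate the median log2 change of these 5 genes was 1.92 and all 5 kept their calls, and with Y-linked mRNA as a covariate it was 1.54 and 4 did, which argues against either as the whole cause. Ankrd1 was the exception, at 1.44 (standard error 0.30) before and 0.86 (standard error 0.28) after that covariate, so its call ended because the change shrank. Atrial tissue left on the ventricle would raise atrial genes, yet 7 atrial markers outside the list had a median log2 change of -0.08, with 0 higher in limma. With the run and Y-linked mRNA together, 2 genes of the list were called higher and 0 lower, and Gdf15 and Rcan1 lost their calls. Whether their changes shrank or their standard errors grew in that fit is not given here. Control mice received doxycycline for 72 h, and an effect of its longer use at 7 d was not tested. A response of the ventricle to 7 d of CELF2 may remain as a hypothesis, which no test here decides.

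Clock genes, which the text of the paper does not discuss, were called at 12 h (10 of 20) and at 7 d (13 of 20). At 12 h the control and induced hearts came from the same runs in the same numbers, and at 7 d the median size of the called genes was 0.93, 0.94 with the run as a covariate and 0.94 with Y-linked mRNA, each keeping 10 of 13 calls, which argues against either as the whole cause there, although with both together (1.02) 4 calls stayed. A response that grows with the Celf2 level is argued against by 72 h, where the median size over the list was 0.22, below the 0.95 of 12 h, although Celf2 was higher. Time of day at harvest may explain the pattern, since the Per genes and the output factors had a median log2 change of -1.43 at 12 h and -0.95 at 7 d while their activators had 0.35 and 0.55. Between 12 h and 24 h, 8 clock genes differed, with log2 changes of 2.51 for Per2 and -2.31 for Arntl. The ratio of Celf2 means between these times was 1.22 (exact test, p = 0.6). Harvest times are not given in the sources used here, so time of day and an effect of CELF2 cannot be told apart.

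Celf1, whose level in these hearts the text of the paper does not discuss, had a log2 change of -1.40 at 72 h. With the run as a covariate it was -1.40 (standard error 0.18) and kept its call (adjusted p = 0.00281 from limma), while the slope of Celf1 over the time course, -0.31 (adjusted p = 0.00413), was no longer called with the run (-0.31, adjusted p = 0.0502), with Y-linked mRNA (-0.29, adjusted p = 0.113), with both (-0.32, adjusted p = 0.207) or over induced hearts alone (-0.22, adjusted p = 0.0855). With Y-linked mRNA as a covariate it was -1.38 (standard error 0.28) against a standard error of 0.21 before, and the call ended with a larger standard error and about the same change, which was not traced to the spread between hearts or to the overlap of this covariate with the groups. The call also ended with the run and Y-linked mRNA together, at -1.60 (standard error 0.29, adjusted p = 0.126 from limma), and in a fit of the control and 72 h hearts alone, at -1.40 (standard error 0.18, adjusted p = 0.0944), which holds fewer hearts. An effect of CELF2 on Celf1 mRNA may remain as a hypothesis, which no test here decides.

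Other results that the text of the paper does not discuss are given as values, and the sheet of Supplemental Table S6 on these hearts was not used here. At 7 d, 9 interferon response genes and 8 glucocorticoid targets were lower than in control hearts. Xpo6 had a log2 change of -1.16 at 72 h (standard error 0.12), and with the run and Y-linked mRNA together -0.91 (standard error 0.16, adjusted p = 0.126 from limma), where its call ended with a smaller change and a larger standard error. Y-linked mRNA was present in 9 of 15 hearts. Tested directly between time points, 1651 genes differed between 7 d and 12 h and 59 between 24 h and 12 h, 8 of them clock genes.

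Other splits of the same hearts were counted for each comparison. For 3 hearts against 3 there are 10 splits, too few for a share under 0.05. At 12 h against control, 1 of them, the real split, called as many as its 41 genes, and the highest other split called 0 (limma, 1294 genes at an unadjusted p under 0.05 in the real split). At 24 h, 2 of 10 called as many as the real 10, the highest other calling 15, with A6744, A6743 and A6897 on one side, 2 of them from run A, and with the run as a covariate the real comparison called 326. At 72 h 1 split called as many as 63 (highest other 0), at 7 d 1 called as many as 1055 (highest other 0), between 7 d and 12 h 1 called as many as 1651 (highest other 0), and between 24 h and 12 h 1 called as many as 59 (highest other 53). The split with 53 had A6744, A6748 and A6742 on one side, 2 of them from run A. With the run as a covariate the real comparison of 24 h with 12 h called 250. For the trend, 1 of 100 orders gave as many as the real 848 genes, the highest other giving 234, so a random order of the hearts can be excluded there. These orders ignore the run, which is tied to time, and the trend had 212 genes with the run as a covariate and 0 with the run and Y-linked mRNA together.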

How the results depend on the processing

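No paired analysis was possible because no replicate numbers link the groups. Depth per heart is unknown, so how many low genes it hides cannot be said, and the filter at 1 RPKM stands in for it. Y-linked mRNA as a covariate, with or without the run, and gene-by-gene weights were chosen after seeing the data. For every departure below the cause was not tested, apart from fewer genes or hearts where the setting removes them.

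Within run A alone the Celf2 fold was 22.5 at 12 h, 20.3 at 24 h, 28.0 at 72 h and 42.0 at 7 d. Counts for 12 h, 24 h, 72 h, 7 d, 7 d against 12 h, 24 h against 12 h and the trend are given in this order. Pseudocounts of 0.1 and 1, no filter and the 3 scalings left each count within 1.5 times its value. With no filter they were 59, 15, 48, 1177, 1855, 69 and 860, with median-ratio scaling 55, 10, 85, 1264, 1549, 83 and 1040, with upper-quartile scaling 60, 11, 93, 1276, 1535, 85 and 1026, and with quantile normalization 55, 11, 85, 1297, 1523, 82 and 1060. A minimum of 5 RPKM, which tests fewer genes, gave 23, 6, 40, 824, 1327, 27 and 685. The run as a covariate gave 772, 326, 495, 1336, 1361, 250 and 212. Fits of the compared groups alone gave 11, 47, 1, 1159, 741 and 25 for the 6 comparisons.

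Default library weights, whose estimate stopped before it converged, gave 2008, 291, 5213, 4392, 6625, 654 and 1185, and called Mbnl1 (log2 change 0.41) and Mbnl2 (0.34) at 7 d. Gene-by-gene weights gave 1355, 218, 3955, 3317, 5075, 365 and 1209, and called Mbnl2 (0.32). Over log2 of days 1310 genes had a trend, and over induced hearts alone 1546. Y-linked mRNA as a covariate gave 20, 1, 6, 413, 243, 21 and 38, and with the run 454, 184, 1, 163, 75, 68 and 0 (limma). With the latter, among genes reported here, the sign turned for Atf4 at 7 d (0.02), from 12 h to 7 d (0.02) and in the trend (0.01), and from 12 h to 7 d for Hcn2 (-0.04) and Gja1 (-0.21). Without covariates, the log2 changes from 12 h to 7 d were -0.52 for Atf4, 0.83 for Hcn2 and 0.48 for Gja1, all called.

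Leaving out a heart, the Celf2 fold ranged from 9.02 to 14.5 at 12 h, 14.1 to 17.2 at 24 h, 21.9 to 25.3 at 72 h and 31.0 to 36.3 at 7 d, its rho from 0.94 to 0.98, and the difference in heart to body weight from 0.18 to 0.55 mg/g. Counts ranged from 9 (without A6743) to 180 (without A6742) at 12 h, were 1 at 24 h without any heart, and ranged from 4 (without A6743) to 269 (without A6750) at 72 h, 529 (without A6836) to 756 (without A6838) at 7 d, 823 (without A6836) to 2328 (without A6742) from 12 h to 7 d, 27 (without A6740) to 84 (without A6741) from 12 h to 24 h and 341 (without A6838) to 931 (without A6742) for the trend, which was 378 without A6836 and 473 without A6837. From 12 h to 7 d it was 931 without A6740, 1065 without A6741 and 934 without A6837, and from 12 h to 24 h 27 without A6748 and 36 without A6749. Mbnl1 ranged from 0.20 to 0.49, Mbnl2 from 0.21 to 0.40 and the median of heart stress genes from 0.04 to 0.26 at 7 d, that list passing camera without the control A6747 (adjusted p = 0.0363) or the heart A6836 (adjusted p = 0.0270). With all hearts, camera gave this list an adjusted p = 0.0972, and adjusted p = 0.722 with an estimated correlation.

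Of the called results for named genes and lists, 333 of 351 kept their side of the threshold with median-ratio scaling, 294 with no filter, 266 with the run as a covariate, 149 of 344 with Y-linked mRNA, 104 with it and the run, and 2149 of 2727 over all left-out hearts. With an estimated correlation 2 of 71 list calls stayed.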

Differences from the paper's values

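For the CELF1 and CELF2 transgenes, the paper states levels of at most 10-fold above endogenous ones. Its sentence names CELF2 but cites Fig. S1A,B, whose legend describes CELF1, so whether this range covers CELF2 mRNA is open. The bars of Fig. S1C for CELF2, read by eye to 2 digits for the 12 induced hearts, lie at most 2.8% from the values here. They were first read after the deposited values had been seen. Bar tops then measured in the image, without those values, gave the same 2 digits for all 12 bars. A value is taken to differ from the paper's when it is over 1.5 times as large and the gap exceeds the SD between hearts. The fold computed here was 15.3 at 24 h, 23.5 at 72 h and 33.0 at 7 d, against the paper's 10. Of the alternatives set before the data were examined, the value at 24 h stays above the paper's but misses that criterion without the control A6897 (14.3), without A6744 (14.1) or without A6748 (14.5), and meets it with median-ratio scaling (16.5), upper-quartile scaling (16.3), the ratio of medians (17.1), run A alone (20.3) or without A6743 (16.5), A6747 (15.1) or A6749 (17.2). At 72 h and 7 d all of them meet it, with values from 21.9 to 28.0 at 72 h and from 31.0 to 42.0 at 7 d. At 12 h the fold of 12.5 is above the paper's value too and misses the criterion, which run A alone (22.5) meets, while the ratio of medians (9.6) and the fold without A6742 (9.02) are below 10.

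The paper states no heart pathology for the CELF2 mouse, and its methods report no abnormal ECG, echocardiography, heart size or morphology after longer induction. Here heart to body weight at 7 d differed from control by 0.32 mg/g (exact test, p = 0.3), and by 0.18 to 0.55 mg/g with a mouse left out. Y-linked mRNA was present in 1 of 3 control hearts and 3 of 3 at 7 d, so these groups are not matched for it. Heart weight alone was 102 ± 16.9 mg in control mice and 133 ± 5.11 mg at 7 d (SD, n = 3 each). Its exact test gave p = 0.1, the smallest p that 3 mice against 3 allow. Mean body weight was higher at 7 d as well (27.8 g against 22.9 g). Heart stress genes had a median log2 change of 0.12 as a list (camera adjusted p = 0.0972, and adjusted p = 0.722 with an estimated correlation), and Myh7 fell (-0.41), while Nppb was 10.1-fold higher. These mRNA levels do not measure pathology.

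The paper states that CELF2 mRNA increased throughout the time course. Group means rose at each step, but from 12 h to 24 h the hearts overlapped and the ratio was 1.22 (exact test, p = 0.6), and with median-ratio or upper-quartile scaling the 72 h and 7 d hearts overlapped as well.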

Other observations

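Genes of RNA-binding proteins and of mRNA decay changed in small numbers at 7 d of CELF2 induction. Of 43 RNA-binding protein genes, Celf2 itself included, 6 were higher and 4 lower (6 and 4 adjusted over the list alone), among them Rbm3, a cold-inducible protein gene (log2 change -0.77), and Matr3, a nuclear matrix protein gene (0.56). Of 40 mRNA decay genes 1 was higher and 3 lower (1 and 3 adjusted over the list alone), with Tob2, a partner of the deadenylase complex, at -1.29, the deadenylase subunit gene Pan2 at -0.55 and the nonsense-mediated decay gene Upf2 at 0.46. Camera gave an adjusted p = 0.708 for RNA-binding proteins and 0.258 for mRNA decay (adjusted p = 0.906 and adjusted p = 0.463 with an estimated correlation). Supplemental Table S3 lists splicing events regulated by both CELF and MBNL proteins. Of 169 of its genes, Celf2 itself included, 12 were higher and 6 lower (13 and 7 adjusted over the list alone). Camera gave this list an adjusted p = 0.947 (adjusted p = 0.967 with an estimated correlation). Trnau1ap, a selenocysteine tRNA factor gene, was at -1.07 and Slc47a1, a cation exporter gene, at 0.75. The study chose that list on splicing, and it is not a list of expression changes.

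Among 16 genes the study names, 1, the induced Celf2 itself, was higher and 2, Celf1 and Myh6, lower at 7 d (1 and 2 adjusted over the list alone, camera adjusted p = 0.773, and adjusted p = 0.906 with an estimated correlation). Mbnl1 and Mbnl2, the splicing factors whose antagonism with CELF proteins the paper studies, had 28.7 ± 5.76 and 49.4 ± 4.32 RPKM at 7 d (SD, n = 3 each) against 22.6 ± 2.82 and 39.4 ± 5.35 RPKM in control hearts (SD, n = 3 each), with adjusted p = 0.53 and adjusted p = 0.139 from limma. From 12 h to 7 d Mbnl2 had a log2 change of 0.42 (adjusted p = 0.0464), a call that ended with no filter, with any of the 3 scalings, with the run or Y-linked mRNA as a covariate and in a fit of these groups alone. Clcn1, the muscle chloride channel gene, had -0.93 there (adjusted p = 0.000631) and lay near the minimum level, at 1.20 RPKM in control hearts, 2.03 RPKM at 12 h (log2 change 0.57 against control, adjusted p = 0.106) and 0.83 RPKM at 7 d. Its trend over the time course was not called (adjusted p = 0.208). Of 42 oxidative phosphorylation genes 0 were called at 24 h (smallest adjusted p = 0.364), and they had a median log2 change of 0.14, camera adjusted p = 3.55e-18 (adjusted p = 0.0214 with an estimated correlation). From 12 h to 7 d, cell cycle genes had 9 of 13 higher and 0 lower (12 and 0 adjusted over the list alone, camera adjusted p = 9.96e-07, and adjusted p = 0.351 with an estimated correlation).

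The 12 h heart A6740 had the atrial-type mRNAs Sln at 57.8, Myl7 at 103, Myl4 at 149 and Nppa at 223 RPKM, each the highest of the 15 hearts.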
